# Multi-level profiling of the Fmr1 KO rat unveils altered behavioral traits along with aberrant glutamatergic function

**DOI:** 10.1038/s41398-024-02815-0

**Published:** 2024-02-20

**Authors:** George Ntoulas, Charalampos Brakatselos, Gerasimos Nakas, Michail-Zois Asprogerakas, Foteini Delis, Leonidas J. Leontiadis, George Trompoukis, Costas Papatheodoropoulos, Dimitrios Gkikas, Dimitrios Valakos, Giannis Vatsellas, Panagiotis K. Politis, Alexia Polissidis, Katerina Antoniou

**Keywords:** Autism spectrum disorders, Hippocampus

## Abstract

Fragile X syndrome (FXS) is the most common cause of inherited intellectual disabilities and the most prevalent monogenic cause of autism. Although the knockout (KO) of the Fmr1 gene homolog in mice is primarily used for elucidating the neurobiological substrate of FXS, there is limited association of the experimental data with the pathophysiological condition in humans. The use of Fmr1 KO rats offers additional translational validity in this regard. Therefore, we employed a multi-level approach to study the behavioral profile and the glutamatergic and GABAergic neurotransmission status in pathophysiology-associated brain structures of Fmr1 KO rats, including the recordings of evoked and spontaneous field potentials from hippocampal slices, paralleled with next-generation RNA sequencing (RNA-seq). We found that these rats exhibit hyperactivity and cognitive deficits, along with characteristic bidirectional glutamatergic and GABAergic alterations in the prefrontal cortex and the hippocampus. These results are coupled to affected excitability and local inhibitory processes in the hippocampus, along with a specific transcriptional profile, highlighting dysregulated hippocampal network activity in KO rats. Overall, our data provide novel insights concerning the biobehavioral profile of FmR1 KO rats and translationally upscales our understanding on pathophysiology and symptomatology of FXS syndrome.

## Introduction

Fragile X syndrome (FXS), a neurodevelopmental disorder, is the most common cause of inherited intellectual disabilities, accounting for 1–2% of all cases and the most prevalent monogenic cause of autism [1, 2]. Excessive expansion of the CGG repeats (over 200) on the 5’ untranslated region of the Fragile X Messenger Ribonucleoprotein 1 gene (FMR1) leads to abnormal methylation and transcriptional silencing, causing lack or deficiency of the Fragile X messenger ribonucleoprotein (FMRP) [3]. FMRP, a predominantly cytoplasmic protein, binds RNA molecules and acts as a negative regulator of translation [4–7]. Patients with FMRP depletion display autism spectrum disorder (ASD) symptomatology, including hyperactivity, cognitive deficits, lack of social interaction, and epileptic seizures [2].

Animal models of FXS include Fmr1 knockout (KO) gene homolog organisms such as drosophila, zebrafish, mice, and more recently rats [8]. Although Fmr1 KO mice have been the leading model, Fmr1 KO rats offer additional translational validity for elucidating the neurobiological substrate of FXS and the efficacy of novel pharmacological interventions, due to their pronounced behavioral and neurobiological complexity [9]. These advantages can be leveraged towards a deeper understanding of the Fmr1 depletion consequences [10]. Fmr1 KO rats exhibit hyperactivity, cognitive impairment, glutamatergic and synaptic plasticity dysregulations [9]. However, limited information exists connecting behavioral deficits to underlying pathology associated with alterations in neurotransmission, electrophysiology, and gene transcription.

To this end, we undertook a multi-level approach to evaluate the Fmr1 KO rat model, including (1) behavioral experiments to assess motor activity and cognitive function, (2) assessment of glutamatergic and GABAergic status in the prefrontal cortex and the dorsal/ventral hippocampus, (3) ex vivo electrophysiological recordings, and (4) transcriptomic profiling. Overall, our data provides novel information concerning the biobehavioral profile of Fmr1 KO rats. We found that these rats possess several features shared with FXS syndrome, including hyperactivity and cognitive dysfunction, while bidirectional glutamatergic and GABAergic alterations were observed in the prefrontal cortex and the hippocampus. These results are coupled to hippocampal changes in excitability and local inhibitory processes along with a specific transcriptional profile.

## Materials and methods

### Animals

Hemizygous wild-type (WT) females and Fmr1 KO male rats on a Long Evans (LE) background (LE-*Fmr1em2Mcwi*) were purchased from the Medical College of Wisconsin (Watertown Plank Rd, Milwaukee, WI, USA) and crossed to obtain littermates from which WT and KO rats were selected for experiments. Ten-week-old male WT and KO rats (raised in the Animal Facility of the University of Ioannina “EL33-BIOexp01.”) were used. Rats were housed in pairs (47.5 cm length × 20.5 cm height × 27 cm width) in a temperature (21 ± 1 °C) and humidity (55% ± 10%) controlled environment. Food and water were available ad libitum.

All experiments were performed during the light phase of a 12 h light/dark cycle (lights on: 7a.m., off: 7p.m.). All animal experiments followed the standard ethical guidelines (European Communities Directive 86/60-EEC) and were approved by the Institutional Animal Committee of the University of Ioannina (6033).

All animals were handled twice daily for 1 week before the behavioral assessment.

To mitigate the impact of the litter effect, particular attention was given to the assignment of animals to experimental groups. Litters were considered as the primary unit of randomization to avoid litter bias. Rats within each litter were randomly assigned to one of the following experimental groups: (i) 1–2 litters/group for behavioral analysis, (ii) One litter/group for immunoblot and neurochemical analysis, (iii) Two litters/group for electrophysiology, and (iv) One litter/group for transcriptomics [11, 12].

### Genotyping by PCR

Tail tip samples were collected from the rats for genomic DNA isolation. Genomic DNA was isolated from the rat tail tip samples using the Tissue DNA Kit (Omega Tek, D3396-02) following the manufacturer’s instructions. PCR was performed using the PCR Kit (Kappa, KK1015) and the Peltier Thermal Cycler (Bio-Rad) according to the manufacturer’s instructions. The primers used for genotyping were as follows:

Forward primer: GTTTATTTGCTTCTCTGAGGG

Reverse primer: ACCTTTTAAATGGCATAGACCT

The PCR reaction was set up with the isolated genomic DNA as the template, and the expected product sizes were 413 bp for wild-type rats (WT) and 415 bp for Fmr1 KO rats. The PCR products were subjected to digestion using the NEB restriction enzyme RsaI (R0167L) in the respective buffer. The digestion was carried out for 3 h at 37 °C, and PCR products were loaded onto the gel for electrophoresis. The DNA bands were visualized under UV light. The observed band patterns on the gel were compared to the expected band fragments to determine the genotype of the rats.

### Behavioral analysis

All behavioral experiments were performed during the light phase between 9:00 and 17:00. The investigator was blinded through all the experimental procedures. One behavioral test was performed each day with an interval of 4 days between tests in the following order:

#### Motor activity—open field

Motor activity was recorded for 60 min with a computerized activity monitoring system (ENV515, Activity Monitor, version 5; Med Associated Inc., USA) in a transparent, cubic open-field apparatus (40 cm × 40 cm × 40 cm). The first 30 min were used to assess spontaneous motor activity, and the second 30 min, to habituated motor activity. Ambulatory distance was used as a measure of horizontal movement and the frequency of vertical activity was also used as a reflection of exploration, locomotion, and emotionality [13]. Lastly, time spent in the center of the apparatus was measured as an index of anxiety [14].

#### Motor activity habituation

This behavioral procedure consisted of a 30 min open-field session every day for 3 consecutive days to assess habituation to a novel environment [15].

#### Novel object recognition test (NORT)

NORT was used to assess recognition memory as previously described with minor modifications [16]. On the training trial (T1), each rat was placed into the apparatus containing two identical objects (familiar) in two adjacent corners, allowing each rat to explore for 5 min. Sixty minutes later, one of the “familiar” objects was replaced by a novel object (T2 phase). Each rat was placed in the apparatus for 3 min, and the time spent exploring each object was recorded. Two WT rats were excluded from the analysis due to poor performance during the training period T1 (exploration time <10 s). The discrimination index (DI) was calculated as the difference in time spent exploring the novel (N) compared to the familiar (F) object divided by the total time spent exploring both objects (DI = (N − F)/(N + F)).

#### Novel object location test (NOLT)

NOLT was used to assess spatial recognition memory as previously described [15]. Like NORT, the T1 phase consisted of free exploration of two identical objects in two adjacent corners of the apparatus for 5 min. Sixty minutes later, the T2 phase was performed where one of the two identical objects was placed in a novel location (N), while the other remained in the same-familiar position (F), as presented in T1. Three WT rats and one KO were excluded from the analysis due to poor performance during the training period T1, expressed as a lack of motivation to explore the objects (exploration time <10 s). Discrimination between the familiar (F) and novel (N) location of the object was assessed, and the discrimination index (DI) was calculated: DI = (N − F)/(N + F).

### Immunoblot assays

Fmr1 KO and WT rats were euthanized by decapitation under isoflurane anesthesia, their brains were immediately removed for dissection of the prefrontal cortex (PFC), the dorsal hippocampus (D. Hip), and the ventral hippocampus (V. Hip), and analyzed with immunoblotting [17, 18]. Following electrophoresis, proteins were transferred onto a nitrocellulose membrane with a Bio-Rad CriterionTM Blotter with wired electrodes (wet transfer, 100 V for 45 min) according to the molecular weight of each protein tested. The antibodies used: anti-NMDA R1 (GluN1) (D6SB7, 1:1000; Cell Signaling), anti-NMDA R2A (GluN2A) (4205S, 1:1000; Cell Signaling), anti-NMDA R2B (GluN2B) (D8E10, 1:1000; Cell Signaling), anti-AMPA Receptor 1 (GluA1) (D4N9V, 1:4000; Cell Signaling), and anti-AMPA Receptor 2 (GluA2) (E1L8U, 1:4000; Cell Signaling). All samples were standardized with anti-αTubulin (T6199, 1:10,000) (Sigma-Aldrich). Optical densities of relevant immunoreactive bands were quantified on ChemiDoc XRS System (Bio-Rad) controlled by Quantity One Software v4.6.3 (Bio-Rad).

### Neurochemical analysis

Brain tissue homogenates, including frontal cortex, dorsal and ventral hippocampus, were used to measure levels of glutamate (Glu), glutamine (GLN), and Gamma Aminobutyric Acid (GABA). A YL9112 Plus Isocratic HPLC Pump (YOUNG IN Chromass Inc., Korea) coupled with a DECADETM Elite Electrochemical Detector (Antec@Scientific, USA) was used. HypersilTM ODS C18, 250 mm × 10 mm × 5 μm column (Thermo Fisher ScientificTM, Massachusetts, USA) was used with pre-column derivatization, as previously described, with some minor modifications [19]. In brief, the voltage of the working electrode was set at +800 mV, and the mobile phase consisted of acetonitrile (Chem-Lab, Belgium): 100 mM monosodium-phosphate buffer pH 5.5, containing 0.5 mM Na2EDTA and 0.1 M Citric Acid 1-hydrate (PanReac AppliChem, Germany). Samples were initially diluted 1:5 with ddH_2_O, then further diluted with 0.1 M Borax buffer (Sigma-Aldrich, St. Louis, USA), including o-Phthalaldehyde (Sigma-Aldrich), pH 10.4. External standards were used each day to generate the calibration curve. Quantification of Glu, GLN, and GABA was performed by comparison of the area under the curve with that of reference external standards using Clarity Software (Data-Apex, Czech Republic), and cycling rates (GLN/Glu and GLN/GABA) were calculated.

### Electrophysiology

#### Hippocampal slice preparation and electrophysiological recordings

Transverse slices 500-μm thick were prepared from the dorsal and ventral hippocampus [20]. Slices were maintained in an interface recording chamber continuously humidified with a mixed gas consisting of 95% O_2_ and 5%CO_2_ and perfused by standard medium containing (mM): 124 NaCl, 4 KCl, 2 CaCl_2_, 2 MgSO_4_, 26 NaHCO_3_, 1.25 NaH_2_PO_4_, and 10 glucose, pH = 7.4 and temperature 30 ± 0.5 °C. Slices were left for at least to recover prior to stimulation and recording. Following stimulation of Schaffer collaterals, we recorded evoked field potentials consisting of excitatory postsynaptic potentials (fEPSPs) and population spikes (PSs) from the stratum radiatum and the stratum pyramidale, respectively. Input–output curves between stimulation current strength and fEPSP or PS were systematically constructed in each slice. The ratio PS/fEPSP was used to estimate neuronal excitability. Paired-pulse stimulation to estimate the effectiveness of synaptic inhibition was used. fEPSP was quantified by the maximum slope of its initial rising phase and PS was quantified by its amplitude, measured as the length of the projection of the minimum peak on the line connecting the two maxima peaks of the PS waveform. Paired-pulse inhibition was quantified by calculating the ratio between the PS evoked by the second pulse and the PS evoked by the first pulse, i.e., PS2/PS1.

### Transcriptomic analysis

#### RNA isolation and RNA-Seq analysis

Fmr1 KO (*n* = 3) and WT (*n* = 3) rats were euthanized by decapitation under isoflurane anesthesia, and total RNA from hippocampal samples was isolated according to the manufacturer’s protocol using TRIZOL reagent (Thermo Fischer Scientific). RNA-Seq experiments were conducted at the Greek Genome Center (GGC) of the Biomedical Research Foundation of the Academy of Athens (BRFAA). RNA-Seq libraries were prepared with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina, with 1 μg of total RNA input. Library QC was performed with the Agilent bioanalyzer DNA1000 kit and quantitation with the qubit HS spectrophotometric method. Approximately 25 million 100 bp Single-End reads were generated for each sample. Quality Control was performed at the fastq raw data file for each sample using the “FASTQC” software. FastQ files were aligned to rn6 genome using HISAT2 [21]. Counts were defined using HTSeq htseq-count command with the “intersection non-empty” option [22]. The count files were used as Input for DESeq2 [23]. Normalization was performed with the estimate size factor function followed by Differentially Expressed Genes (DEGs) Analysis. DEGs are defined according to *P* value (*P* < 0.05). Gene set enrichment analysis (GSEA) was conducted using the WebGestalt platform (https://www.webgestalt.org/#) [24–27]. The DEG list obtained from the RNA-Seq analysis was used as input for GSEA. Statistical significance was assessed using appropriate algorithms to determine the enrichment of DEGs in specific gene sets. KEGG pathway database (https://www.genome.jp/kegg/) [28–30] was employed to manually identify genes associated with glutamatergic and GABAergic synapses. The genes involved in glutamatergic and GABAergic synapses were identified by cross-referencing the DEG list with the gene members of the respective pathways.

### Statistical analysis

All values are expressed as mean ± SEM. Statistical analyses were performed using IBM SPSS software by implementing Student’s t-test or two-way repeated-measures ANOVA (similar variance between groups). All comparisons were considered significant, where *P* < 0.05.

## Results

### Behavioral analysis reveals hyperactivity and cognitive deficits in Fmr1 KO rats

#### Increased motor activity in Fmr1 KO rats

The open-field test has been extensively used for measuring spontaneous and habituated motor activity, including horizontal and vertical responses [13, 31]. KO rats showed increased horizontal activity compared to WT rats, both during the first period of spontaneous motor activity (Fig. 1a), as well as the second half, representing habituated motor activity (Fig. 1c). Spontaneous vertical activity was not altered, whereas during the habituated period, Fmr1 KOs demonstrated increased vertical mobility (Fig. 1b, d). KO rats spent statistically significant increased time in the center of the open-field box in comparison to WT (Fig. 1e).

**Fig. 1:**
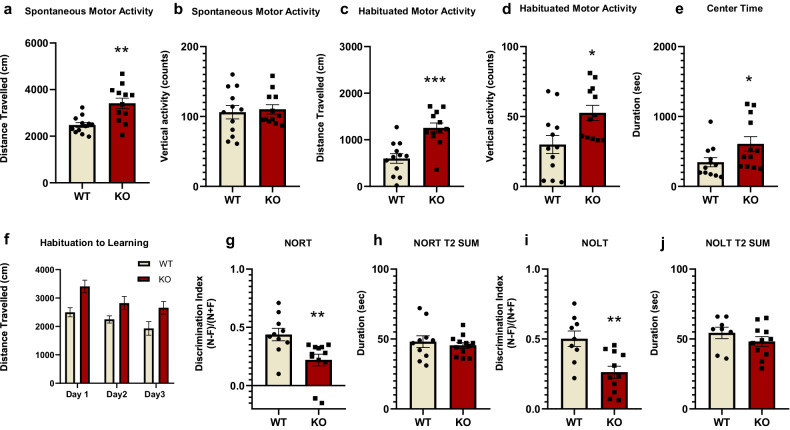
Increased motor activity and impaired recognition and spatial memory for Fmr1 KO rats. Spontaneous and habituated horizontal and vertical motor activity for Fmr1 WT (*n* = 12) and KO (*n* = 12) rats in the open field apparatus. Distance traveled (**a**) and vertical counts (**b**) during spontaneous motor activity. Distance traveled (**c**) and vertical counts (**d**) during habituated motor activity. Time spent in the center of the open-field apparatus (**e**). Habituation to Learning (**f**) of Fmr1 WT and KO rats. Assessment of recognition and spatial short-term memory of Fmr1 WT and KO rats. Discrimination Index (DI) of Fmr1 WT (*n* = 10) and KO rats (*n* = 12) for the Novel Object Recognition Task (NORT) (**g**). Total time spent exploring the two objects during the test phase (T2) of the test (**h**). Discrimination index (DI) of Fmr1 WT (*n* = 9) and KO rats (*n* = 11) for the Novel Object Location Task (NOLT) (**i**). Total time spent exploring the two objects in the test phase (T2) of the test (**j**). All results are represented as means ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001.

#### Fmr1 KO habituate over time

Open-field habituation over consecutive exposures has been used for the evaluation of non-associative learning and memory [15]. Two-way repeated ANOVA measures did not reveal any statistically significant effect. Overall, both Fmr1 KO and WT rats exhibited decreased horizontal activity over the 3 days of testing and thus, habituated over time (Fig. 1f).

#### Fmr1 KO rats have impaired recognition memory

The NORT assesses short-term recognition memory, and it is a non-rewarding paradigm based on rodents’ spontaneous exploratory behavior [32]. Fmr1 KO rats demonstrated a decrease in the NORT discrimination index, indicating a deficit in recognition memory (Fig. 1g). The total time spent exploring both objects during the test period (T2 SUM) did not show any statistically significant difference between the two groups (Fig. 1h).

#### Fmr1 KO rats exhibited impaired spatial recognition memory

The NOLT is based on the spontaneous exploratory behavior of rodents and is used to assess short-term spatial recognition memory [33]. Fmr1 KO exhibited a lower discrimination index in comparison to their WT counterparts (Fig. 1i), indicating deficits in short-term spatial memory for Fmr1 KO animals. The total time spent during the test period (T2 SUM) did not show any statistically significant difference between the two groups (Fig. 1j).

### Region-specific glutamate receptor expression perturbations in Fmr1 KO rats

Next, we examined potential brain alterations associated with cognitive dysfunction in Fmr1 KO rats and focused on glutamatergic status, including the expression of glutamate receptors (NMDA and AMPA) in the prefrontal cortex and the hippocampus. The GluN2A/2B ratio was also assessed since it provides an index of synaptic activity [34–36]. Taken together, the present results, an opposite status, concerning glutamate protein expression, appeared in the PFC versus the hippocampus in the KO rats.

#### Fmr1 KO rats have increased NMDA receptor GluN2A/2B expression in the PFC and decreased NR2B protein expression in the hippocampus

In the PFC, GluN1 subunit expression was unchanged, whereas increased GluN2A and GluN2B subunit expression was observed in KO rats (Fig. 2a–c). The GluN2A/GluN2B ratio was also significantly increased in Fmr1 KO rats (Fig. 2d), due to the prominent increased GluN2A protein expression.

**Fig. 2:**
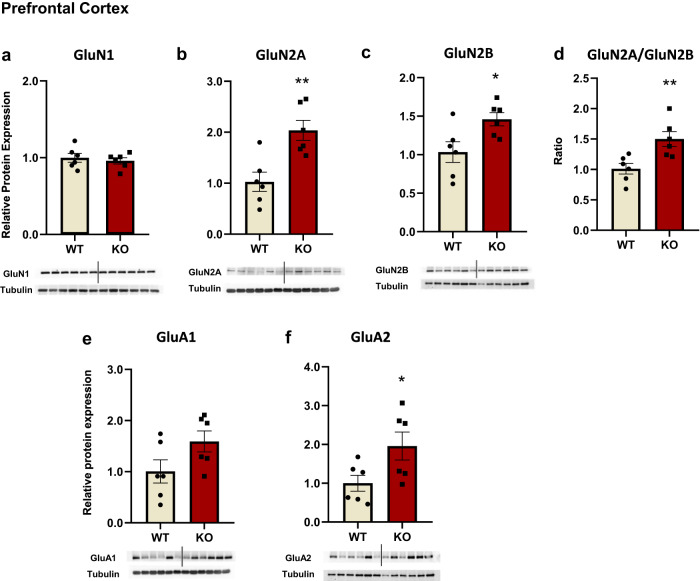
NMDA and AMPA receptors subunits protein expression levels were found elevated in the prefrontal cortex of Fmr1 KO rats. NMDA receptors subunits protein expression levels in the prefrontal cortex of the Fmr1 WT (*n* = 6) and KO (*n* = 6) rats. GluN1 (**a**), GluN2A (**b**), GluN2B (**c**), and ratio of GluN2A/GluN2B (**d**). AMPA receptors subunits protein expression levels in the prefrontal cortex of the Fmr1 WT (*n* = 6) and KO (*n* = 6) rats. GluA1 (**e**) and GluA2 (**f**). The optical density (OD) of each band was divided by the corresponding loading marker. Data are presented as relative protein expression to WT rats. Bellow each graph is presented a representative image from each western blot including a band of the protein of interest and the corresponding loading marker band. All results are represented as means ± SEM; *P < 0.05, **P < 0.01.

There was no statistically significant difference in GluN1 levels between WT an KO rats (Fig. 3a, g). In the dorsal hippocampus, GluN2A expression tended toward a decrease (Fig. 3b), while GluN2B expression was significantly lower in the Fmr1 KO rats (Fig. 3c). The ratio GluN2A/GluN2B was significantly increased for Fmr1 KO rats due to decreased GluN2B protein expression levels (Fig. 3d). The same pattern was observed in the ventral hippocampus, however, the GluN2A/GluN2B ratio was similar between both WT and KO rats (Fig. 3h–j).

**Fig. 3:**
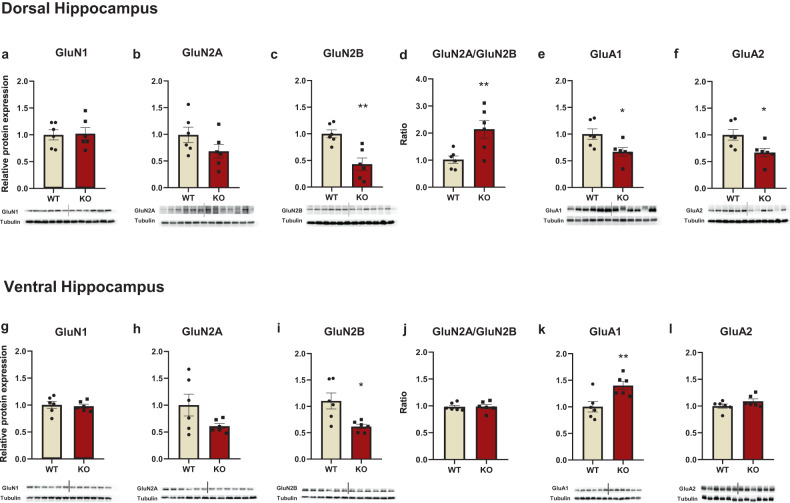
NMDA and AMPA receptor subunit levels were found to be altered in the dorsal and ventral hippocampus of Fmr1 KO rats. NMDA and AMPA receptors subunits protein expression levels in the dorsal and ventral hippocampus of the Fmr1 WT (*n* = 6) and KO (*n* = 6) rats. GluN1(**a**), GluN2A (**b**), GluN2B (**c**), and the ratio of GluN2A/GluN2B (**d**), GluA1 (**e**), and GluA2 (**f**) in the dorsal hippocampus. GluN1 (**g**), GluN2A (**h**), GluN2B (**i**), and the ratio of GluN2A/GluN2B (**j**), GluA1 (**k**), and GluA2 (**l**) in the ventral hippocampus. The optical density (OD) of each band was divided by the corresponding loading marker. Data are presented as relative protein expression of WT rats. Bellow each graph is presented a representative image from each western blot including a band of the protein of interest and the corresponding loading marker band. All results are represented as means ± SEM; *P < 0.05, **P < 0.01.

#### GluA1 and GluA2 expression is altered in the PFC and hippocampus of Fmr1 KO rats

In the prefrontal cortex, AMPA GluA1 subunit expression was unchanged, whereas GluA2 expression was elevated in Fmr1 KO rats (Fig. 2e, f). In the dorsal hippocampus, GluA1 and GluA2 protein expression levels were significantly lower in the KO rats (Fig. 3e, f). In the ventral hippocampus, GluA1 expression was higher in the Fmr1 KO rats (Fig. 3k).

### Region-specific dysregulation of excitatory and inhibitory neurotransmission in Fmr1 KO rats

We next assessed potential regionally distinct alterations in glutamatergic and GABAergic neurotransmitter activity of Fmr1 KO rats.

Decreased glutamate levels and elevated cycling rate were observed in the PFC (Fig. 4a, d). However, a trend for decreased GABA levels was observed in KO rats.

**Fig. 4:**
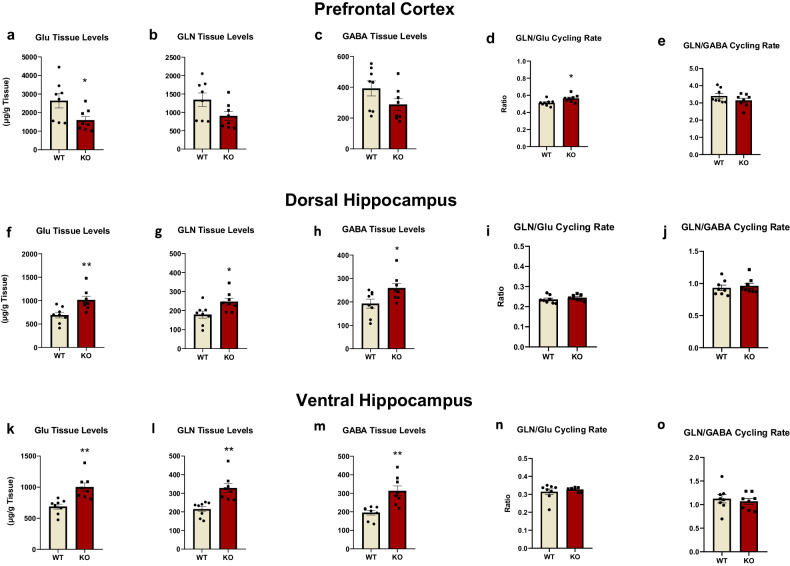
Regionally dependent alterations in glutamatergic and GABAergic neurotransmission activity of Fmr1 KO rats. Glutamate (Glu), Glutamine (GLN), GABA tissue levels and their cycling rates in the prefrontal cortex, the dorsal, and the ventral hippocampus of Fmr1 KO (*n* = 8) and WT (*n* = 8) rats. Glu (**a**), GLN (**b**), and GABA (**c**) along with cycling rate of GLN/Glu (**d**) and GLN/GABA (**e**) in the prefrontal cortex. Glu (**f**), GLN (**g**) and GABA (**h**) along with cycling rate of GLN/Glu (**i**) and GLN/GABA (**j**) in the dorsal hippocampus. Glu (**k**), GLN (**l**) and GABA (**m**) along with cycling rate of GLN/Glu (**n**) and GLN/GABA (**o**) in the ventral hippocampus. All results are represented as means ± SEM; *P < 0.05, **P < 0.01.

In the hippocampus, both glutamate and glutamine levels were increased, but the glutamate cycling rate was unchanged (Fig. 4f, g, i, k, l, n). GABA levels were elevated in the dorsal and ventral hippocampus (Fig. 4h, m).

Overall, these neurochemical findings indicate region-specific differential perturbations of neurotransmitter activity consistent with alterations in glutamate receptor expression levels.

### Loss of excitation/inhibition balance in the hippocampus of Fmr1 KO rats

Glutamatergic and GABAergic functions are tightly linked to synaptic transmission and the balance between excitation and inhibition, with the hippocampus being a key brain region for assessing such processes [37].

#### Excitatory synaptic transmission was not different for the KO rats

Synaptic transmission and neuronal excitation, respectively, were unchanged in both the dorsal and ventral hippocampus of Fmr1 KO rats (Fig. 5a, d).

**Fig. 5:**
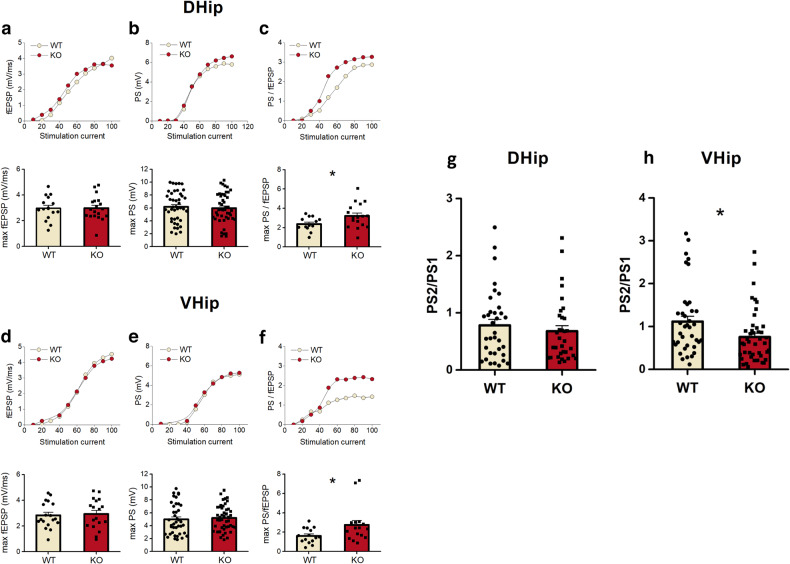
Alterations in excitability and local inhibitory processes in the hippocampus of the Fmr1 KO rats. Comparison of synaptic transmission, neuronal excitation, and neuronal excitability in WT and Fmr1 KO in the dorsal (D. Hip) (**a**–**c**) and ventral hippocampus (V. Hip) (**d**–**f**). Upper graphs in each panel show examples of input–output curves between stimulation current intensity and fEPSP or PS or PS/fEPSP. Synaptic transmission was compared between WT and KO rats by measuring the max fEPSP. Max fEPSP did not significantly differ between the WT and KO rats in either the dorsal (**a**) (WT *n* = 15 slices/12 rats and KO n = 19 slices/19 rats) or the ventral hippocampus (**d**) (WT *n* = 18 slices/16 rats and KO *n* = 18 slices/18 rats). Regarding neuronal excitation we found that max PS did not significantly differ between WT and KO rats in either the dorsal (**b**) (WT *n* = 42 slices/33 rats and KO *n* = 46 slices/35 rats) or the ventral hippocampus (**e**) (WT *n* = 40 slices/33 rats and KO *n* = 46 slices/37 rats). Neuronal excitability was compared between WT and KO rats by measuring the ratio PS/fEPSP at max PS value. Max PS/fEPSP significantly increased in KO compared with WT rats in both the dorsal (**c**) (WT *n* = 13 slices/11 rats and KO *n* = 17 slices/16 rats) and the ventral hippocampus (**f**) (WT *n* = 15 slices/13 rats and KO *n* = 16 slices/13 rats). Paired-pulse inhibition increases in the ventral, not dorsal, KO hippocampus. The effectiveness of paired-pulse inhibition was compared between WT and Fmr1 KO rats by measuring the ratio PS2/PS1 recorded at a stimulation strength that produced a half-maximum PS1. PS2/PS1 in the dorsal hippocampus (**g**) was comparable between WT and KO rats (WT *n* = 34 slices/29 rats and KO *n* = 33 slices/27 rats). However, PS2/PS1 was significantly smaller in KO compared with WT ventral hippocampus (**h**) (WT *n* = 38 slices/30 rats and KO *n* = 44 slices/32 rats), suggesting a higher inhibition in the KO vs WT ventral hippocampus. Collective data are shown in the bottom graphs in each panel and they are represented as means ± SEM; *P < 0.05.

#### Maximum neuronal excitation was not different for the KO rats

Neuronal excitation was compared between WT and Fmr1 KO rats by measuring the maximum PS that was not different between them in both dorsal or ventral hippocampus (Fig. 5b, e).

#### Neuronal excitability was higher in the Fmr1 KO rats

Neuronal excitability was subsequently assessed by measuring the ratio PS/fEPSP at the maximum PS value. A significant increase in neuronal excitability was observed in Fmr1 KO rats in both the dorsal and the ventral hippocampus (Fig. 5c, f).

#### Paired-pulse inhibition was higher in the ventral hippocampus of FmR1 KO rats

The effectiveness of paired-pulse inhibition was evaluated by measuring the ratio PS2/PS1 recorded at a stimulation strength that produced a half-maximum PS1.

PS2/PS1 was unchanged in the dorsal hippocampus of Fmr1 KO rats, however, we found that the ratio PS2/PS1 was significantly lower in the ventral hippocampus of Fmr1 KO as compared to WT rats (Fig. 5g, h).

### Transcriptomic analysis: RNA-seq analysis

Our last objective was to employ RNA sequencing (RNA-Seq) in the hippocampus to gain a deeper insight into pathological alterations at the transcription level. 

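The deposited data comprised 6 libraries of hippocampal RNA, 3 from WT and 3 from Fmr1 KO rats, all males aged 10 weeks. The authors sequenced single-end reads from a directional library kit, aligned them to the rn6 genome with HISAT2 and counted them per gene with htseq-count under the "intersection non-empty" option. The reads counted in genes came to 11649652, 12874085 and 12064290 in WT replicates 1, 2 and 3 and to 10758298, 13390476 and 9619812 in KO replicates 1, 2 and 3, with a median of 12064290 in WT and 10758298 in KO. The table held raw counts for 17455 genes, of which 14479 had at least 1 count and 11800 had enough counts to be tested. Counts were scaled by TMM, and KO was compared with WT by the two-sided quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment over the genes tested. Levels are given as CPM, counts scaled to the library size, and changes as log2 fold changes of KO over WT. The targeted gene, Fmr1, encodes FMRP, an RNA-binding protein that represses translation. Its level fell from 49.9 ± 2.09 CPM in WT to 14.0 ± 3.02 CPM in KO rats (SD, n = 3 each), a log2 fold change of -1.83 (SE 0.12, adjusted p = 5.7e-06 from edgeR). Every KO library lay below every WT library, for which 3 against 3 libraries allow no exact permutation p below 0.1. The paralogs of Fmr1, Fxr1 and Fxr2, had log2 fold changes of 0.13 and 0.07 (adjusted p = 0.674 and 0.732). Slitrk2 and Eola2, the nearest tested genes on either side of Fmr1 on the X chromosome of the GRCr8 assembly, had log2 fold changes of 0.11 and 0.10 (adjusted p = 0.798 and 0.871).

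**Figure D1:**
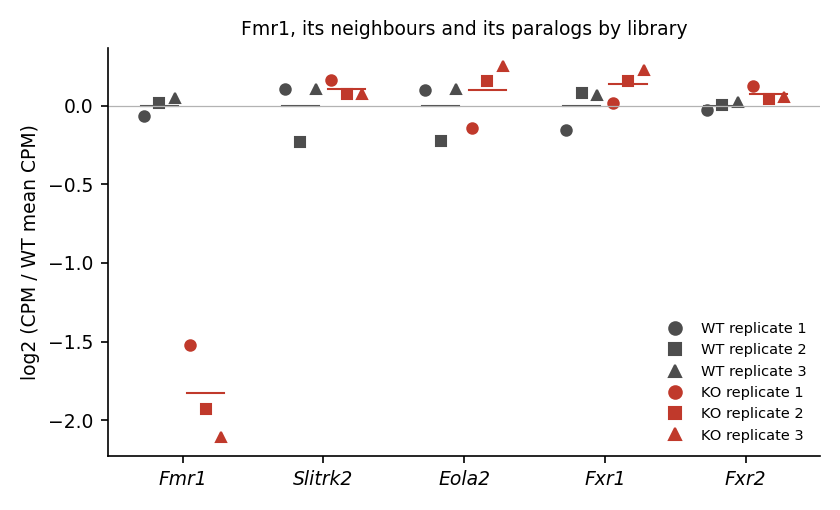
Level of Fmr1, of its nearest tested neighbours (Slitrk2, Eola2) and of its paralogs (Fxr1, Fxr2) in each library, as the log2 ratio of CPM to the WT mean. Each point is 1 library and each line a group mean of 3 libraries. The KO libraries lie apart from WT for Fmr1, whereas none of the other 4 genes passed the test.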

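Acaa2, which encodes a mitochondrial thiolase of fatty acid oxidation, fell in KO rats from 29.5 ± 3.69 to 15.8 ± 0.530 CPM (SD, n = 3 each), a log2 fold change of -0.90 (SE 0.11, adjusted p = 0.0063 from edgeR). RGD1359290, annotated as a pseudogene of the ribosomal protein gene Rpl17, fell from 29.5 ± 10.6 to 1.47 ± 0.367 CPM, a log2 fold change of -4.29 (SE 0.35, adjusted p = 0.0080). Rpl17 itself had a log2 fold change of 0.55 (SE 0.17, adjusted p = 0.435). With Fmr1, these were the 3 genes past an adjusted p of 0.05, all lower in KO, and in each of them every KO library lay below every WT library. Chance alone separates the groups, in either direction, in 10% of genes. Among the genes with the smallest p-values that missed this threshold, Dlgap3, a scaffold protein of the postsynaptic density, had a log2 fold change of -0.38, the clock-controlled transcription factor Dbp of -0.44, the lipid carrier Apod of -0.40 and Tmem158 of -0.62. On the higher side, the ceramidase gene Acer2 had a log2 fold change of 0.86, the efflux transporter Abcg2 of 0.50, the ferroxidase Heph of 0.61 and the immune receptor Cd48 of 0.41 (adjusted p from 0.0642 for Dlgap3 to 0.239 for Heph over these 8 genes). All 8 passed in edgeR without WT replicate 3 (adjusted p from 0.00116 for Dbp to 0.0415 for Apod), and DESeq2 passed all of them but Heph over all 6 libraries (from 5.3e-05 for Dlgap3 to 0.0371 for Abcg2). The fit without WT replicate 3 passed 256 genes in all. It left out the WT library that lay among the KO libraries on the first principal component, so passing there is weak evidence. Single fits also passed Dlgap3 without WT replicate 1 (0.0431), Acer2 without WT replicate 2 (0.0491) and Apod without KO replicate 2 (0.0421). At an unadjusted p under 0.05, the threshold of the methods, 1103 of the 11800 genes passed in edgeR, 495 higher and 608 lower in KO rats, where chance alone gives 590. The median size of their log2 fold changes was 0.24, and 19 of them differed by at least 2-fold. DESeq2, the tool named in the methods, passed 369 higher and 469 lower genes at an unadjusted p under 0.05, of which 756 also passed in edgeR. Chance alone gives 723.7 over the 14474 genes to which DESeq2 gave a p. That figure also covers genes with too few counts to be tested in edgeR. Only 33 of the genes that DESeq2 passed were among those, so 723.7 likely overstates what chance gives. At an adjusted p under 0.05 DESeq2 passed 5 higher and 30 lower genes, with no adjusted p for RGD1359290. The count of 3 was 256 without WT replicate 3, 11 without KO replicate 2, 7 without WT replicate 1, 1 without KO replicate 1, 9 with no filter on low counts and 17 with the replicate number as a block, and the count of 1103 was 2095 without WT replicate 3, 701 without WT replicate 2 and 702 without KO replicate 1. Acaa2 missed the threshold without KO replicate 1 (adjusted p = 0.0571) or KO replicate 3 (adjusted p = 0.0676), as did RGD1359290 without KO replicate 1 (adjusted p = 0.192), without KO replicate 3 (adjusted p = 0.131) or with no filter on low counts (adjusted p = 0.0544).

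**Figure D2:**
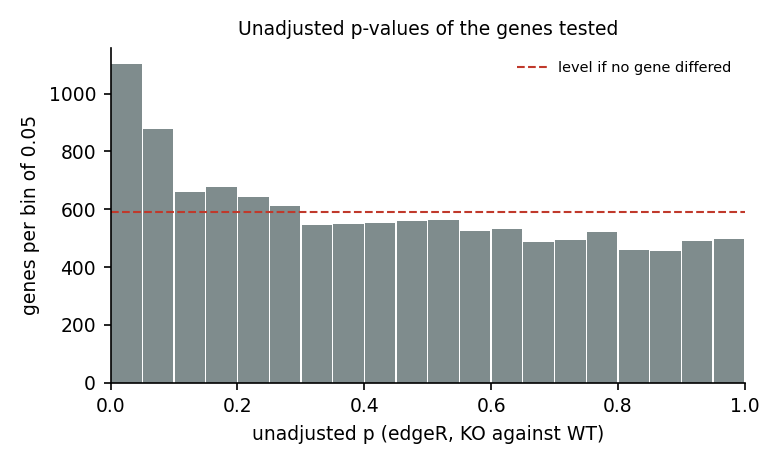
Number of genes in each bin of 0.05 of the unadjusted p from edgeR, KO against WT, over the 11800 genes tested. The dashed line marks 590 genes per bin, the level if no gene differed, and the lowest bin holds 1103.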

The RNA sequencing analysis yielded compelling results, identifying a total of 838 genes that were differentially expressed (Fig. 6a). To further explore the functional implications of these gene expression changes, we performed Gene Set Enrichment Analysis (GSEA) on the identified gene set. This analysis revealed significant enrichments in gene ontologies related to various biological processes (Fig. 6b). 

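Genes of myelin and of the oligodendrocytes that form it were mostly lower in KO rats, a difference that camera called with a preset correlation between genes, but neither camera with an estimated correlation nor fry did. Of 32 tested members of this list, 31 had a negative log2 fold change (median -0.33), 22 were lower and 0 higher at an unadjusted p under 0.05 from edgeR, and 21 were lower when adjusted over the list alone. The log2 fold change was -0.71 for Ppp1r14a, an inhibitor of myosin phosphatase, -0.33 for the receptor Gpr37 and -0.26 for the lineage transcription factor Sox10. Of 11 genes of oligodendrocyte precursors, 3 were lower and 0 higher at an unadjusted p under 0.05 and 1 was lower when adjusted over the list alone. Of 20 genes of cholesterol synthesis, 6 were lower and 0 higher, and the 3 that passed when adjusted over the list alone were Hmgcs1 (log2 fold change -0.30), Dhcr7 (-0.30) and Mvd (-0.43). Among 12 genes of CA pyramidal cells, 4 were lower and 0 higher, and Bok (-0.30), Mpped1 (-0.18) and Rgs14 (-0.24) passed when adjusted over the list alone. Of 79 nuclear genes of oxidative phosphorylation, 73 had a negative log2 fold change and 17 were lower and 0 higher at an unadjusted p under 0.05, such as Ndufa8 of complex I (-0.26) and Cox6b1 of complex IV (-0.35). Of 77 ribosomal protein genes, 13 were lower, such as Rps15 (-0.27), and 1, Rpl17, was higher. Adjusted over the list alone, no gene of either of these 2 lists passed. At an adjusted p under 0.05 over all genes, 0 members of the 6 lists passed in edgeR, and DESeq2 passed 9 myelin genes, 1 precursor gene (C1ql1) and 1 cholesterol gene (Hmgcs1), all lower. Without WT replicate 3, Ppp1r14a (adjusted p = 0.0271), Gpr37 (0.0147), Hmgcs1 (0.0137), Mvd (0.0128), Ndufa8 (0.0207) and Rps15 (0.0137) passed in edgeR. Over the whole lists, that fit passed 6 myelin, 1 precursor, 3 cholesterol and 1 CA pyramidal cell gene, 15 of oxidative phosphorylation and 14 of ribosomal proteins, all lower. These 6 of 33 lists were called by camera with a preset correlation of 0.01, all downward, with adjusted p = 1.6e-15 for myelin and oligodendrocytes, 0.0166 for the precursors, 1.0e-04 for cholesterol synthesis, 0.00895 for CA pyramidal cells, 3.2e-08 for oxidative phosphorylation and 5.2e-05 for ribosomal proteins. None was called with an estimated correlation (adjusted p = 0.963 for each, unadjusted p = 0.0973 for myelin and oligodendrocytes), nor by fry (adjusted p from 0.636 to 0.944). GSEA of the genes at an unadjusted p under 0.05 called myelin and oligodendrocytes (adjusted p = 6.3e-09), oxidative phosphorylation and ribosomal proteins (0.0181) downward, but not cholesterol synthesis (0.116), and the 2 other lists held fewer than 5 such genes. Fig. 6 names 4 members of the myelin list and 1 of the precursor list, which were chosen on these samples and are not independent evidence. Some calls ended when 1 library was left out, namely the precursors without WT replicate 3 (adjusted p = 0.390) or KO replicate 3 (0.168), CA pyramidal cells without WT replicate 1 (0.137) or KO replicate 2 (0.104) and ribosomal proteins without WT replicate 1 (0.193) or KO replicate 1 (0.0624), as did that of the precursors without the Fig. 6 gene (0.112), a removal that by itself moves the list upward. On the first principal component, with 28.8% of the variance, WT replicate 3 scored 6.20, among the KO libraries (5.49 to 11.0). The other WT libraries scored -19.6 and -12.4. On principal component 2, with 21.7%, WT replicate 3 scored -12.8, below every other library, and KO replicate 3 scored 20.1, above every other. Relative to the WT mean, the mean log2 CPM of WT replicate 3 was -0.15 over oxidative phosphorylation genes (KO -0.23, -0.11 and -0.06). It was -0.16 over ribosomal protein genes (KO -0.19, -0.08 and -0.05).

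**Figure D3:**
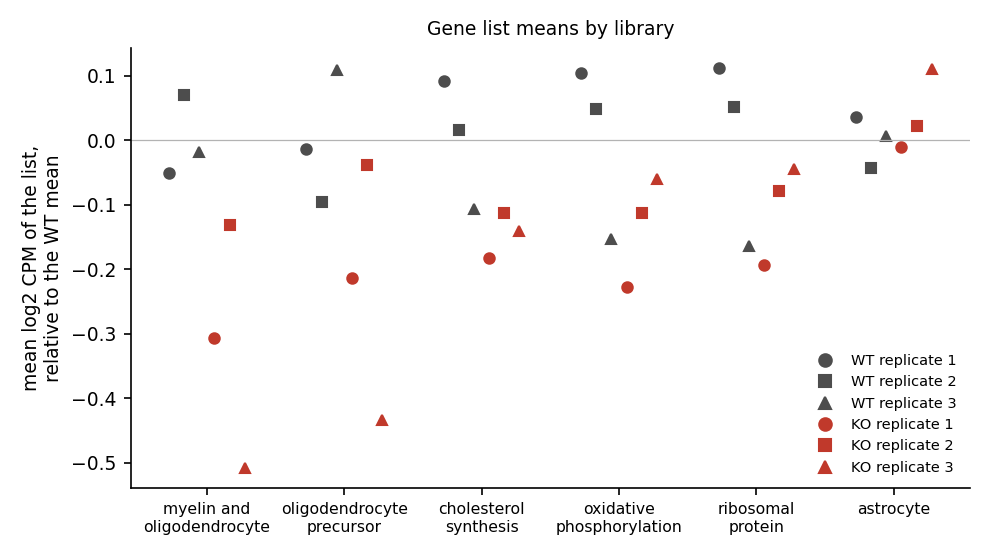
Mean log2 CPM of each gene list in each library, relative to the mean of the 3 WT libraries. Each point is 1 library. The 3 KO libraries lie below all WT libraries for myelin and oligodendrocyte genes (-0.31, -0.13 and -0.51), whereas WT replicate 3 lies among the KO libraries for oxidative phosphorylation and ribosomal protein genes.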

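Within a list of synapse organization genes, the excitatory synapse pentraxin Nptx2 had a log2 fold change of -0.43 (SE 0.09), the trans-synaptic adhesion protein Elfn1 of -0.37 (SE 0.10) and the Eph receptor Ephb3 of 0.28 (SE 0.10). Of its 104 tested members, 11 were lower and 3 higher in KO rats at an unadjusted p under 0.05 from edgeR, and 7 were lower and 0 higher when adjusted over the list alone. Among 96 genes of neuron projection development, 10 were lower and 3 higher, and 8 were lower when adjusted over the list alone, among them the actin regulator Marcksl1 (log2 fold change -0.65, SE 0.14) and Lingo1, a component of the receptor for myelin inhibitors of axon growth (-0.29, SE 0.07). In a list of 92 genes of signal release, 5 were lower and 3 higher, and 3 were lower when adjusted over the list alone, among them the neuropeptide gene Cck (-0.33, SE 0.08), whereas the cannabinoid receptor Cnr1 had a log2 fold change of 0.19 (SE 0.08). At the rate of all genes tested, 9.72, 8.97 and 8.60 members of the 3 lists are expected at the unadjusted threshold, counting both directions. At an adjusted p under 0.05 over all genes, 0 members passed in edgeR, and DESeq2 passed 2, 3 and 3 genes of the lists, all lower. Without WT replicate 3, Nptx2 (adjusted p = 0.0220), Marcksl1 (0.0323) and Lingo1 (0.0271) passed in edgeR, as did Cck without KO replicate 2 (0.0421). Over the whole lists, the counts without WT replicate 3 were 6 lower and 1 higher for synapse organization, 4 and 2 for neuron projection development and 3 and 0 for signal release. The text or Fig. 6 names 5, 6 and 3 of the members, all lower at an unadjusted p under 0.05. These members were chosen on these samples and are not independent evidence of the direction. All 4 genes that the neuron projection list shares with the myelin and oligodendrocyte list, Mag, Mbp, Klk6 and Lpar1, are among them. By camera, no list was called, with adjusted p = 0.776 for synapse organization, 0.469 for neuron projection development and 0.907 for signal release (adjusted p = 0.963 for each with an estimated correlation). The median log2 fold change was 0.01, -0.02 and 0.01, so for synapse organization and signal release it differed in sign from the mean (-0.0079 and -0.0034) and from the test. Camera placed both lists upward without WT replicate 1 (adjusted p = 0.908 for each), and signal release also without KO replicate 3 (0.963). GSEA of the genes at an unadjusted p under 0.05 called all 3 lists downward (adjusted p = 0.00339, 1.3e-04 and 0.0104), and GSEA of all genes called synapse organization (0.0360) and neuron projection development (0.0125), but not signal release (0.386). Without the genes that the text or Fig. 6 names, the former GSEA called none of the 3 (adjusted p = 0.429, 0.123 and 0.8203). That removal, chosen after seeing the data, by itself moves a list upward, so it cannot decide on the remaining genes. Setting WT replicates 1 and 2 with KO replicate 3 also gave 3 calls by the former GSEA, among the 6 lists behind the paper's ontologies and pathways.

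**Figure D4:**
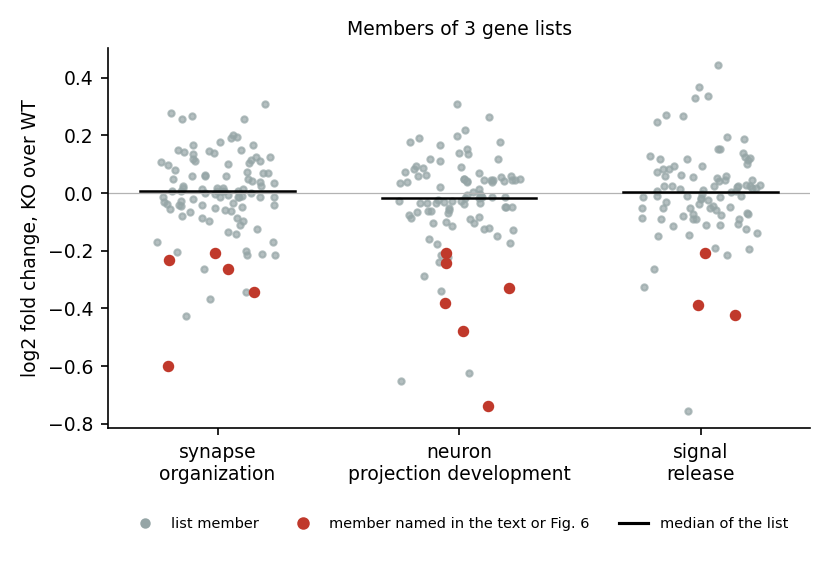
Log2 fold change, KO over WT, of each tested member of the synapse organization (104 genes), neuron projection development (96 genes) and signal release (92 genes) lists. Each point is 1 gene, red where the text or Fig. 6 names it, and the line is the median of the list. The named genes lie below 0 and the medians close to it.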

Among the downregulated gene ontologies, synapse organization, regulation of neuron projection development, and signal release, were significantly affected in Fmr1 KO rats (Fig. 6b–f). A gene ontology associated with anion transport was also dysregulated in the Fmr1 KO rats, indicating potential disruptions in ion homeostasis and signaling mechanisms (Fig. 6b).

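No change of anion transport genes as a group was called in KO rats. Of 84 tested members of this list, which covers chloride, bicarbonate, phosphate and organic anion transporters and anion channels, 3 were higher and 6 lower at an unadjusted p under 0.05 from edgeR, where 7.85 in all are expected at the rate of all genes tested. Higher were the organic anion transporter Slco1a2 (log2 fold change 0.23, SE 0.07), the bicarbonate transporter Slc4a4 (0.24, SE 0.09) and the efflux pump Abcc1 (0.33, SE 0.13), and lower were among others the phosphate transporter Slc20a2 (-0.23, SE 0.08) and the glycine transporter Slc6a9 (-0.18, SE 0.08). Neither over all genes (adjusted p from 0.341 for Slco1a2 upward) nor when adjusted over the list alone did any member pass an adjusted p of 0.05 in edgeR, and DESeq2 also passed 0. The median log2 fold change was 0.0093, and camera gave the list an upward direction with adjusted p = 0.907 (0.963 with an estimated correlation). GSEA of the genes at an unadjusted p under 0.05 also placed it upward, with adjusted p = 0.856. Camera placed it downward without WT replicate 1 (0.895), WT replicate 2 (0.926) or KO replicate 2 (0.925).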

**Fig. 6:**
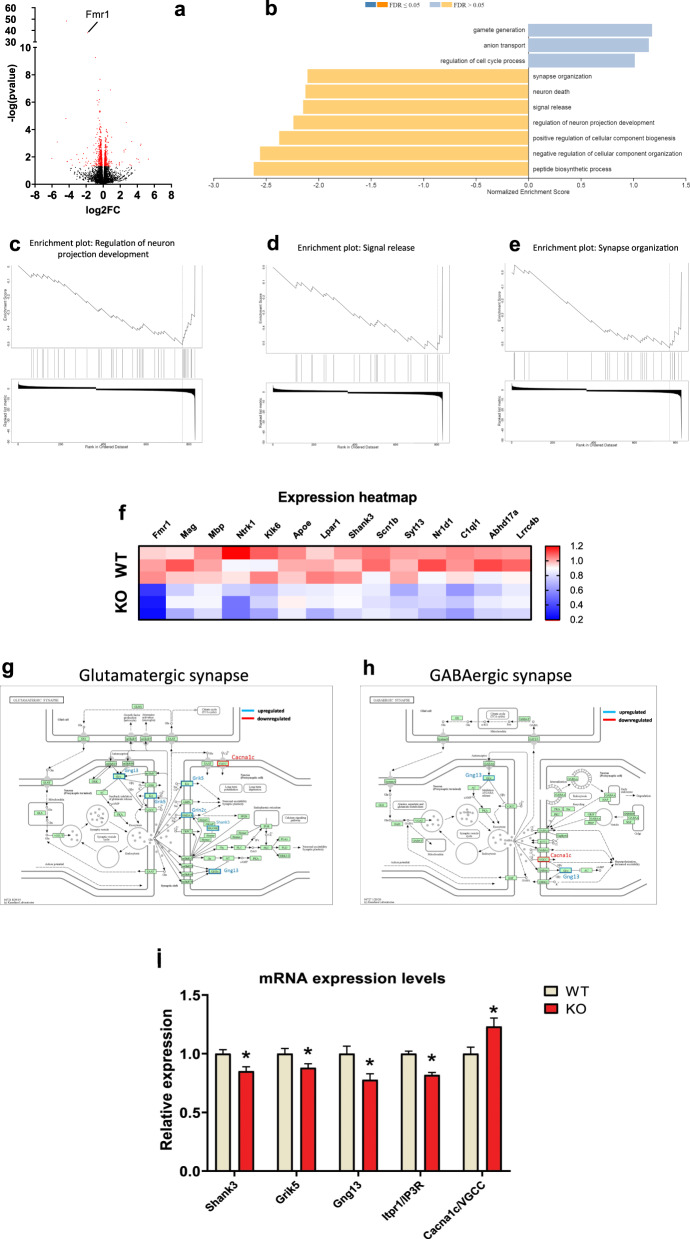
Comprehensive analysis of gene expression and pathway enrichment in the hippocampus of the Fmr1 KO rats. Volcano plot displaying the results of differential gene expression analysis. Differentially Expressed Genes (DEGs) are represented as red dots, while non-DEGs are depicted as black dots (**a**). Histogram presenting the enrichment analysis results from Gene Set Enrichment Analysis (GSEA) performed using the WebGestalt platform (**b**). The histogram illustrates the enrichment of upregulated and downregulated biological processes among the DEGs. **c**–**e** Enrichment plots demonstrating significant enrichment of DEGs in specific biological processes: “Regulation of neuron projection development” (**c**),“Signal release” (**d**), and “Synapse organization” (**e**). Expression heatmap showing gene expression levels of DEGs implicated in the biologic processes mentioned in (**d**–**f**). **g**, **h** Pathway depictions obtained from the KEGG database: Glutamatergic synapse pathway with upregulated genes outlined in red and labeled in red, and downregulated genes outlined in blue and labeled in blue (**g**); GABAergic synapse pathway with upregulated genes outlined in red and labeled in red, and downregulated genes outlined in blue and labeled in blue (**h**). Relative expression levels of the DEGs implicated in both the glutamatergic and GABAergic synapse pathways, allowing for comparative analysis of gene expression changes between the two pathways (**i**).

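All 14 genes of the heatmap were lower in KO rats. Among the genes of synaptic structure, C1ql1, a secreted synapse organizer that oligodendrocyte precursors also express, had a log2 fold change of -0.60 (SE 0.11), the depalmitoylase Abhd17a of -0.34 (SE 0.09) and the adhesion protein Lrrc4b of -0.26 (SE 0.07). The synaptotagmin Syt13, with 66.9 ± 1.17 CPM in WT and 49.9 ± 4.52 CPM in KO rats (SD, n = 3 each), had a log2 fold change of -0.42 (SE 0.08). The myelin proteins Mbp (7154 ± 262 CPM in WT and 6049 ± 299 CPM in KO rats) and Mag, the oligodendrocyte protease Klk6 and the lysophosphatidic acid receptor Lpar1 had log2 fold changes of -0.24, -0.38, -0.48 and -0.33, and these 4 of the 14 genes also belong to the myelin and oligodendrocyte list. The clock repressor Nr1d1 had a log2 fold change of -0.39 (SE 0.09) and the astrocytic lipid carrier Apoe of -0.21 (SE 0.06). Each of the 14 passed an unadjusted p of 0.05 in edgeR, with every KO library below every WT library, where chance separates the groups in 10% of genes, counting both directions. Only Fmr1 passed an adjusted p of 0.05 in edgeR, the smallest adjusted p of the other 13 being 0.0958 for C1ql1, whereas DESeq2 gave an adjusted p of 0.0079 for C1ql1, 0.0107 for Syt13, 0.0184 for Mag, 0.0256 for Mbp and 0.0292 for Nr1d1. Without WT replicate 3, Abhd17a (adjusted p = 0.0118), Nr1d1 (0.0125), C1ql1 (0.0137), Lrrc4b (0.0184), Syt13 (0.0230), Mbp (0.0246) and Apoe (0.0431) passed in edgeR. The 14 genes were chosen on these samples, so their common direction is not independent evidence.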

We next performed pathway analysis using the KEGG database. Key pathways involved in neurotransmission and neuronal signaling were significantly dysregulated; specifically, the glutamatergic/GABAergic synapse pathway (Fig. 6g, h). 

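In the glutamatergic synapse pathway, the receptor subunit genes Grik5, of kainate receptors, and Grin2c, of NMDA receptors, were lower in KO rats at an unadjusted p under 0.05 from edgeR. Grik5 had 303 ± 16.2 CPM in WT and 266 ± 10.9 CPM in KO rats (SD, n = 3 each), a log2 fold change of -0.19 (SE 0.06, adjusted p = 0.385). Grin2c had 187 ± 6.31 and 161 ± 8.96 CPM, a log2 fold change of -0.22 (SE 0.06, adjusted p = 0.315). Itpr1, the intracellular calcium release channel, had a log2 fold change of -0.18 (SE 0.09), with overlapping groups and an unadjusted p = 0.0712 from edgeR, whereas DESeq2 gave an unadjusted p = 0.0461. Of the 100 genes tested from a list of the pathway, 4 were higher and 7 lower at an unadjusted p under 0.05. At the rate of all genes tested, 9.35 in all are expected. The higher ones included the glutamine transporter Slc38a2 (0.22, SE 0.07) and the lower ones the metabotropic receptor Grm4 (-0.41, SE 0.17). Of 75 genes of the GABAergic synapse, 3 were higher and 4 lower, where 7.01 in all are expected at the rate of all genes tested. The lower ones included the GABA receptor subunit Gabrr2 (-0.72, SE 0.27) and the G protein subunit Gnb2 (-0.14, SE 0.06), which both pathways hold. Neither list had a member past an adjusted p of 0.05, over all genes or adjusted over the list alone, in edgeR, and DESeq2 also passed 0 of them over all genes. The text or Fig. 6 names 6 genes of the glutamatergic list and 2 of the GABAergic list, which were chosen on these samples. In edgeR, 3 members of the glutamatergic and 2 of the GABAergic list passed without WT replicate 3, all higher, among them Slc38a2 (adjusted p = 0.0218). By camera the adjusted p was 0.95 for the glutamatergic and 0.776 for the GABAergic list (0.991 and 0.963 with an estimated correlation), and by GSEA of the genes at an unadjusted p under 0.05 it was 0.686 and 0.977. Camera placed the glutamatergic list upward without WT replicate 3 (adjusted p = 0.714), KO replicate 2 (0.873) or KO replicate 3 (0.666), and it placed the GABAergic list downward without KO replicate 1 (0.912). The glutamatergic list had a median log2 fold change of -0.0024 and a downward test but a mean of 0.0068, and the median of the GABAergic list was 0.0125.

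**Figure D5:**
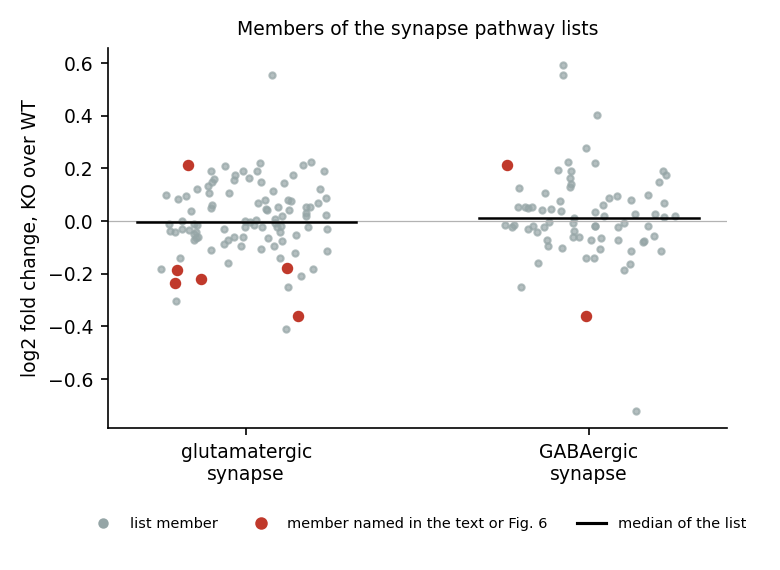
Log2 fold change, KO over WT, of each tested member of the glutamatergic (100 genes) and GABAergic (75 genes) synapse lists. Each point is 1 gene, red where the text or Fig. 6 names it, and the line is the median of the list. Members lie on both sides of 0 in both lists.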

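Cacna1c encodes the pore-forming subunit of an L-type calcium channel. Its level was 72.5 ± 5.00 CPM in WT and 84.0 ± 9.90 CPM in KO rats (SD, n = 3 each), a log2 fold change of 0.21 (SE 0.09). The unadjusted p was 0.0289 and the adjusted p 0.474 from edgeR. Relative to the WT mean, the KO libraries were at 1.29, 1.18 and 1.02 and the WT libraries at 0.951, 0.970 and 1.08, so that KO replicate 3 lay below WT replicate 3. Cacna1d, the pore-forming subunit of another L-type channel, had a log2 fold change of 0.19 (SE 0.08, adjusted p = 0.472). Of 60 genes of voltage-gated ion channels, these 2 were higher at an unadjusted p under 0.05, and 3 were lower, including Hcn2, which carries the hyperpolarization-activated current (-0.20, SE 0.07), and the AMPA receptor auxiliary subunit Cacng8 (-0.19, SE 0.09). None passed when adjusted over the list alone or at an adjusted p of 0.05 over all genes in edgeR, and DESeq2 also passed 0 over all genes. When WT replicate 3 was left out, 2 members were lower and 1 higher at an adjusted p of 0.05 over all genes in edgeR. Camera gave the channel list an adjusted p = 0.851 (0.963 with an estimated correlation), with an upward direction that was downward without WT replicate 2 (0.926) or KO replicate 1 (0.534) and in GSEA of the genes at an unadjusted p under 0.05 (0.835) or of all genes (0.913). The members of this list that the text or Fig. 6 names, Cacna1c among them, were chosen on these samples. Cacna1c missed an unadjusted p of 0.05 in edgeR without WT replicate 1 (0.0869), WT replicate 2 (0.0825), KO replicate 1 (0.179) or KO replicate 2 (0.0826), and its log2 fold change was 0.13 without KO replicate 1.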

Noteworthy genes, such as *Cacna1c*, encoding a voltage-gated calcium channel subunit, showed upregulation, suggesting impaired glutamatergic and GABAergic synapse function (Fig. 6g, h). Conversely, the downregulation of *Shank3*, involved in synaptic scaffolding and neurotransmitter receptor clustering, indicated disruptions in postsynaptic density organization and synapse function (Fig. 6g). 

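Shank3 had 352 ± 14.5 CPM in WT and 299 ± 19.3 CPM in KO rats (SD, n = 3 each), a log2 fold change of -0.23 (SE 0.06). Every KO library lay below every WT library. The unadjusted p was 0.0026 and the adjusted p 0.312 from edgeR. Its paralogs Shank1 and Shank2 had log2 fold changes of -0.10 (SE 0.06) and 0.0056 (SE 0.13), and 2 of its partners in the postsynaptic scaffold, Dlg4 and Homer1, of 0.0063 (SE 0.07) and -6.1e-04 (SE 0.09). These 4 genes were added after their values were seen, and none passed an unadjusted p of 0.05. Shank3 also belongs to a list of mRNAs bound by FMRP. Of its 58 tested members, 5.42 are expected at an unadjusted p under 0.05 at the rate of all genes tested. In edgeR, 3 were lower, namely Shank3, the adhesion receptor Adgrb2 (-0.20) and the GTPase regulator Agap2 (-0.17), and 1, the ryanodine receptor Ryr2 (0.18), was higher. None passed when adjusted over the list alone or at an adjusted p of 0.05 over all genes in edgeR, and DESeq2 also passed 0 over all genes. In the fit without WT replicate 3, 1 member was higher and 0 lower at an adjusted p of 0.05 over all genes in edgeR. The median of the list was 0.0059, with adjusted p = 0.972 from camera (0.992 with an estimated correlation), upward, and downward without WT replicate 2 (0.252) or KO replicate 1 (0.214) and in GSEA of all genes (0.673).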

Finally, the downregulation of the *Gng13* gene suggests possible alterations in G protein signaling within the glutamatergic synapse, GABA receptor signaling, and synaptic inhibition (Fig. 6g, h).

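Gng13, a gamma subunit of heterotrimeric G proteins, had 23.0 ± 1.81 CPM in WT and 17.9 ± 1.43 CPM in KO rats (SD, n = 3 each), a log2 fold change of -0.36 (SE 0.11). In CPM, every KO library lay below every WT library. The unadjusted p was 0.0049 and the adjusted p 0.337 from edgeR. Another gamma subunit gene, Gng10, had a log2 fold change of -0.16 (SE 0.07, adjusted p = 0.522). From the upregulation of Cacna1c, the paper proposes that glutamatergic and GABAergic synapse function is impaired. With the downregulation of Shank3 it states disruptions in postsynaptic density organization and synapse function, and from that of Gng13 it proposes changes in G protein signaling and synaptic inhibition.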

## Discussion

Present results demonstrated hyperlocomotion and cognitive deficits for the Fmr1 KO rats. A differentiated glutamatergic and GABAergic profile, in terms of glutamate receptor subunit expression and neurotransmitter activity, between the prefrontal cortex and hippocampus, accompanied the behavioral phenotype. In parallel, an excessive neuronal excitability and lower inhibitory control were observed in the hippocampus of Fmr1 KO rats. These alterations appear to be associated with aberrant gene transcription due to the lack of FMRP that causes downregulation of anion transport, synapse organization, and signal release, showing a potential disruption of synaptic connectivity and neuronal function.

Fmr1 KO rats were hyperactive in a novel environment. This spontaneous hyperactive profile, in terms of horizontal but not vertical activity, indicates a pure motoric activation unaccompanied by pivotal alterations in exploration or emotional state [13, 15, 31]. Hyperactivity was also observed after the habituation period and interestingly, the Fmr1 KO rats remained hyperactive with respect to both horizontal and vertical activity, throughout the habituation period. Noteworthy, both WT and KO rats demonstrated reduced levels of motor activity due to the longer exposure and subsequent familiarity with the open-field apparatus. In agreement with our results, increased motor activity as deduced by the total time spent in the open-field apparatus was observed for Fmr1 KO compared to WT rats [38, 39]. Another study [40] reported that KO rats were hyperactive, only during the first recording interval. On the other hand, previous studies have shown either no change [41–43] or a reduction in spontaneous motor activity compared to the WT counterparts [8, 44]. Repeated exposures to the open field led to a progressive reduction of motor activity for both WT and KO rats, in a similar pattern to the one observed in the first open-field session, indicating unaffected non-associative learning and memory processes for the hyperactive KO rats.

Regarding recognition learning and memory, our results agree with other studies showing deficits in the novel object recognition test [39, 45–47] and the novel location recognition task [48], however, one study did not report impairments in recognition and spatial memory [49].

To summarize our behavioral paradigms have shown that Fmr1 KO rats exhibited hyperlocomotion, a trait that is also observed in most individuals with FXS [50, 51] and most consistent with the profile of most animal models of autism [52, 53]. Lack of any impairment concerning non-associative learning and memory, but the presence of cognitive deficits related to recognition memory indicates the face validity of this FXS model used in the present study. The conflicting results could be attributed to the different rat strains used in these studies and the genetic modification technique applied to the respective strain to develop the Fmr1 KO model.

Analysis of protein expression of specific glutamate receptor subunits revealed a bidirectional expression pattern between the prefrontal cortex and the hippocampus. Concerning NMDA receptors, increased GluN2A and GluN2B subunit expression were observed in the prefrontal cortex while they were reduced or unchanged in the dorsal and ventral hippocampus in Fmr1 KO rats. Interestingly, the GluN2A/GluN2B ratio was elevated in the prefrontal cortex and the dorsal hippocampus of KO rats due to a marked increase in GluN2A expression and decreased GluN2B expression levels, respectively. These results demonstrate for the first time specific and region-dependent changes in the expression of NMDA receptor subunits in an experimental FXS rat model. Experimental studies in Fmr1 KO mice have not shown any differences in GluN2A and GluN2B expression in the PFC [54, 55]. On the contrary, Bostrom et al. (2015), reported a decrease in the protein levels of GluN1, GluN2A, and GluN2B subunits in the prefrontal cortex of KO’s. Regarding the hippocampus, a decrease in GluN1, GluN2A, and GluN2B subunit expression was found in the dentate gyrus of Fmr1 KO mice [56], while other studies observed increased GluN2A and GluN2B expression in both total hippocampal extracts [57] and isolated synaptosomes [58]. The noted discrepancies between our findings and studies in mice may be due to the different species used, the age of the animals tested since the expression pattern of NMDA subunits changes during development, the type of genetic modification (i.e., Zing Finger Nuclease method vs. CRISPR/Cas9) and the tissue preparations used (e.g., whole-tissue extracts or synaptosomes).

According to our findings, the increased GluN2A/GluN2B ratio in the prefrontal cortex and dorsal hippocampus of Fmr1 KO rats provides new evidence of abnormal neuronal activity. This aberrant change in NMDA receptor subunit expression may likely be due to GluN2A being a target protein of FMRP [6, 7] and FMRP’s role as a negative modulator during translation [59, 60]. On the other hand, the decrease in the hippocampal GluN2B levels may be linked to aberrant induction of LTD in Fmr1 KO rats [35], which could potentially explain the cognitive deficits observed as well.

Noteworthy, the NMDA receptor’s function is essential in regulating AMPA recycling and composition in subunits [61]. Therefore, increased levels of GluA2 subunit observed in the prefrontal cortex of Fmr1 KO rats, is likely a compensatory response due to increased levels of NMDARs subunits. This could be also related to disturbances of synaptic plasticity processes due to the channel Ca++ permeability and AMPA receptor membrane recruitment rate [62–64]. Hippocampal changes in AMPA receptor subunit expression appears to be subregion-specific with reduced GluA1 and GluA2 in the dorsal and increased GluA1 in the ventral hippocampus. Studies with Fmr1 KO mice also report alterations in the expression of AMPAR subunits, albeit approaching the hippocampus as a functionally homogenous region. More specifically they have shown a decrease in GluA1 levels in the whole hippocampus [56], or a decrease in GluA2 levels of the hippocampal synaptosomes [65]. Present findings indicate the importance of distinct characterization concerning, AMPA and NMDA receptor composition and function in the different parts of the hippocampus.

The neurochemical analysis showed that the GLN/Glu cycling rate was increased in the prefrontal cortex of KO rats, due to reduced Glu tissue levels, suggesting increased glutamatergic activity. However, hippocampal tissue levels of glutamate, glutamine, and GABA were increased in KO rats that were not accompanied by any alteration in the cycling rates. To date, there are no studies evaluating the levels of these neurotransmitters in Fmr1 KO rats, while studies in mouse models are also limited. In agreement with our findings, reduced glutamate tissue levels were found in the cortex of Fmr1 KO mice [66]. Based on our results and this study, glutamatergic function appears to be dysregulated in Fmr1 KO rats, leading to a hyperglutamatergic state only in the prefrontal cortex. However, GABA tissue levels, like glutamate, depict mostly internal concentration [67] and exhibit a bidirectional pattern between the prefrontal cortex and hippocampus. Interestingly, these differentiated patterns of Glu levels are linked to the alterations in glutamate receptor subunit composition discussed above. Furthermore, disruptions in glutamate and GABA neurotransmission, particularly in the hippocampus, indicate an imbalance of excitation and inhibition upon *Fmr1* deletion, as further supported by our electrophysiology data.

Specifically, Fmr1 KO CA1 apical dendrites displayed unchanged fEPSPs responses after the stimulation of converging Schaffer collaterals compared to WT rats. Additionally, the neuronal excitation of CA1 somata in stratum pyramidale was unaffected, as deduced by the maximum amplitude of PS recorded. These electrophysiology findings could be also associated with the hippocampus’s unchanged glutamate and GABAergic cycling rates. However, KO rats displayed elevated neuronal excitability in both the dorsal and the ventral subdivisions of the hippocampus, in accordance with previous studies [68–71].

Concerning the ventral but not dorsal hippocampus, an interesting finding was the increased effectiveness of the local inhibitory networks since a higher reduction of the second response evoked by two identical electrical pulses applied in rapid succession was observed. This subregion-specific effect can be explained by the well-known structural and functional hippocampal heterogeneity across the dorsoventral axis [72–74]. Hyperexcitability in the dorsal part, the associative subregion of hippocampus alongside the alterations observed in NMDAR and AMPAR subunit composition, may explain the poor recognition performance of Fmr1 KO rats. On the other hand, the hyperexcitability alongside the hyper-responsivity of the ventral hippocampal local inhibitory network could be associated with the unaffected GluN2A/N2B ratio and the increased expression of GluA1 receptors. Taking into consideration, that the ventral part of the hippocampus is more prone to epileptic-like activity [75, 76], it could be suggested that the ventral hippocampal electrophysiological recordings and corresponding neurobiological alterations likely contribute to the development of adaptive neurobiological mechanisms that counterbalance this sensitivity of Fmr1 KO rats.

Finally, RNA sequencing analysis revealed 838 differentially expressed genes in Fmr1 KO rats generally associated with synapse organization, signal release, regulation of neuron projection development, and anion transport. Observed disruptions in the ion transport and signaling pathways could also contribute to hyperexcitability and aberrant synaptic function observed in Fmr1 KO rats. However, other excitation factors should also be taken into account, such as neuromodulators (dopamine, serotonin, and acetylcholine), changes in synaptic plasticity through LTP and LTD, neuroinflammation, epigenetic modifications, and circuit-level interactions [77–79]. Along these lines, pathway analysis revealed substantial dysregulation in the glutamatergic synapse pathway, which provides a compelling link between the altered gene expression and the glutamatergic alterations observed in the Fmr1 KO rats. In parallel to this concept, the upregulation of genes such as *Cacna1c* suggests potential alterations in calcium-dependent signaling processes within the glutamatergic synapse; an effect that is consistent with increased neuronal excitability in Fmr1 KO rats [80]. Interestingly, Cacna1c belongs to the L-type voltage-gated Ca + + channel family, which are targets of FMRP and are found to be dysregulated in FXS animal models [81]. Conversely, the downregulation of *Shank3*, involved in synaptic scaffolding and neurotransmitter receptor clustering, indicates disruption of postsynaptic density organization and glutamatergic and/or GABAergic synapse function. These molecular alterations align with the observed deficits in neurotransmission and subsequent behavioral output [82–84]. Interestingly, the upregulation of the *Cacna1c* gene and the downregulation of the *Gng13* genes contribute to dysregulation of the GABAergic synapse pathway [85] and might be linked to altered inhibitory processes observed in the electrophysiological experiments and the increased GABA tissue content found in the hippocampus.

## Conclusions

Present findings provide evidence linking Fmr1 deletion with cognitive deficits that arise, at least partly, from perturbations of glutamatergic and GABAergic neurotransmission, apparent at the transcription, protein and synaptic level. This complex interplay deregulates glutamatergic transmission, excitation/inhibition balance, and plasticity with relevance to FXS pathophysiology and symptomatology, which is translationally upscaled by the use of a rat model. Importantly, this study highlights the crucial region-dependent nature of these perturbations, providing valuable insights about the circuit and network bases of the pathologies. Further research will strengthen the possibility of identifying new genetic or neuroanatomical targets for the better understanding and treatment of FXS.

## Data Availability

The data that support the findings of this study are available from the corresponding authors upon request.

## References

[1] Song FJ, Barton P, Sleightholme V, Yao GL, Fry-Smith A (2003). Screening for Fragile X syndrome: a literature review and modelling study. Health Technol Assess.

[2] Hagerman RJ, Berry-Kravis E, Hazlett HC, Bailey DB, Moine H, Kooy RF (2017). Fragile X syndrome. Nat Rev Dis Prim.

[3] Zalfa F, Giorgi M, Primerano B, Moro A, Di Penta A, Reis S (2003). The Fragile X syndrome protein FMRP associates with BC1 RNA and regulates the translation of specific mRNAs at synapses. Cell.

[4] Plante I, Provost P (2006). Hypothesis: a role for Fragile X mental retardation protein in mediating and relieving microRNA-guided translational repression?. J Biomed Biotechnol.

[5] Napoli I, Mercaldo V, Boyl PP, Eleuteri B, Zalfa F, De Rubeis S (2008). The Fragile X syndrome protein represses activity-dependent translation through CYFIP1, a new 4E-BP. Cell.

[6] Edbauer D, Neilson JR, Foster KA, Wang C-F, Seeburg DP, Batterton MN (2010). Regulation of synaptic structure and function by FMRP-associated microRNAs miR-125b and miR-132. Neuron.

[7] Darnell JC, Van Driesche SJ, Zhang C, Hung KYS, Mele A, Fraser CE (2011). FMRP stalls ribosomal translocation on mRNAs linked to synaptic function and autism. Cell.

[8] Wong H, Hooper AWM, Niibori Y, Lee SJ, Hategan LA, Zhang L (2020). Sexually dimorphic patterns in electroencephalography power spectrum and autism-related behaviors in a rat model of Fragile X syndrome. Neurobiol Dis.

[9] Kazdoba TM, Leach PT, Silverman JL, Crawley JN (2014). Modeling Fragile X syndrome in the Fmr1 knockout mouse. Intractable Rare Dis Res.

[10] Bryda EC (2013). The Mighty Mouse: the impact of rodents on advances in biomedical research. Mo Med.

[11] Jiménez JA, Zylka MJ (2021). Controlling litter effects to enhance rigor and reproducibility with rodent models of neurodevelopmental disorders. J Neurodev Disord.

[12] Lazic SE, Essioux L (2013). Improving basic and translational science by accounting for litter-to-litter variation in animal models. BMC Neurosci.

[13] Polissidis A, Chouliara O, Galanopoulos A, Rentesi G, Dosi M, Hyphantis T (2010). Individual differences in the effects of cannabinoids on motor activity, dopaminergic activity and DARPP-32 phosphorylation in distinct regions of the brain. Int J Neuropsychopharmacol.

[14] Seibenhener ML, Wooten MC. Use of the open field maze to measure locomotor and anxiety-like behavior in mice. J Vis Exp. 2015;96:e52434.10.3791/52434PMC435462725742564

[15] Poulia N, Delis F, Brakatselos C, Lekkas P, Kokras N, Dalla C (2020). Escalating low-dose Δ9 -tetrahydrocannabinol exposure during adolescence induces differential behavioral and neurochemical effects in male and female adult rats. Eur J Neurosci.

[16] Galanopoulos A, Polissidis A, Georgiadou G, Papadopoulou-Daifoti Z, Nomikos GG, Pitsikas N (2014). WIN55,212-2 impairs non-associative recognition and spatial memory in rats via CB1 receptor stimulation. Pharm Biochem Behav.

[17] Brakatselos C, Delis F, Asprogerakas M-Z, Lekkas P, Tseti I, Tzimas PS (2021). Cannabidiol modulates the motor profile and NMDA receptor-related alterations induced by ketamine. Neuroscience.

[18] Poulia N, Delis F, Brakatselos C, Ntoulas G, Asprogerakas M-Z, Antoniou K (2021). CBD effects on motor profile and neurobiological indices related to glutamatergic function induced by repeated ketamine pre-administration. Front Pharm.

[19] Kokras N, Dioli C, Paravatou R, Sotiropoulos MG, Delis F, Antoniou K (2020). Psychoactive properties of BNN27, a novel neurosteroid derivate, in male and female rats. Psychopharmacology.

[20] Papatheodoropoulos C, Kouvaros S (2016). High-frequency stimulation-induced synaptic potentiation in dorsal and ventral CA1 hippocampal synapses: the involvement of NMDA receptors, mGluR5, and (L-type) voltage-gated calcium channels. Learn Mem.

[21] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat Methods.

[22] Anders S, Pyl PT, Huber W (2015). HTSeq-a Python framework to work with high-throughput sequencing data. Bioinformatics.

[23] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[24] Liao Y, Wang J, Jaehnig EJ, Shi Z, Zhang B (2019). WebGestalt 2019: gene set analysis toolkit with revamped UIs and APIs. Nucleic Acids Res.

[25] Wang J, Vasaikar S, Shi Z, Greer M, Zhang B (2017). WebGestalt 2017: a more comprehensive, powerful, flexible and interactive gene set enrichment analysis toolkit. Nucleic Acids Res.

[26] Wang J, Duncan D, Shi Z, Zhang B (2013). WEB-based GEne SeT analysis toolkit (WebGestalt): update 2013. Nucleic Acids Res.

[27] Zhang B, Kirov S, Snoddy J (2005). WebGestalt: an integrated system for exploring gene sets in various biological contexts. Nucleic Acids Res.

[28] Kanehisa M, Goto S (2000). KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

[29] Kanehisa M, Furumichi M, Sato Y, Ishiguro-Watanabe M, Tanabe M (2021). KEGG: integrating viruses and cellular organisms. Nucleic Acids Res.

[30] Kanehisa M, Furumichi M, Sato Y, Kawashima M, Ishiguro-Watanabe M (2023). KEGG for taxonomy-based analysis of pathways and genomes. Nucleic Acids Res.

[31] Thiel CM, Müller CP, Huston JP, Schwarting RK (1999). High versus low reactivity to a novel environment: behavioural, pharmacological and neurochemical assessments. Neuroscience.

[32] Antunes M, Biala G (2012). The novel object recognition memory: neurobiology, test procedure, and its modifications. Cogn Process.

[33] Ennaceur A, Delacour J (1988). A new one-trial test for neurobiological studies of memory in rats. 1: Behavioral data. Behav Brain Res.

[34] Chen WS, Bear MF (2007). Activity-dependent regulation of NR2B translation contributes to metaplasticity in mouse visual cortex. Neuropharmacology.

[35] Yashiro K, Philpot BD (2008). Regulation of NMDA receptor subunit expression and its implications for LTD, LTP, and metaplasticity. Neuropharmacology.

[36] Xu T, Yu X, Perlik AJ, Tobin WF, Zweig JA, Tennant K (2009). Rapid formation and selective stabilization of synapses for enduring motor memories. Nature.

[37] Contractor A, Klyachko VA, Portera-Cailliau C (2015). Altered neuronal and circuit excitability in Fragile X syndrome. Neuron.

[38] D’Elia A, Schiavi S, Manduca A, Rava A, Buzzelli V, Ascone F (2022). FMR1 deletion in rats induces hyperactivity with no changes in striatal dopamine transporter availability. Sci Rep.

[39] Yamazaki M, Arai T, Yarimizu J, Matsumoto M (2022). 5-HT5A receptor antagonist ASP5736 ameliorates several abnormal behaviors in an Fmr1-targeted transgenic male rat model of Fragile X syndrome. Int J Neuropsychopharmacol.

[40] Kozono N, Okamura A, Honda S, Matsumoto M, Mihara T (2020). Gamma power abnormalities in a Fmr1-targeted transgenic rat model of Fragile X syndrome. Sci Rep.

[41] Hamilton SM, Green JR, Veeraragavan S, Yuva L, McCoy A, Wu Y (2014). Fmr1 and Nlgn3 knockout rats: novel tools for investigating autism spectrum disorders. Behav Neurosci.

[42] Tian Y, Yang C, Shang S, Cai Y, Deng X, Zhang J (2017). Loss of FMRP impaired hippocampal long-term plasticity and spatial learning in rats. Front Mol Neurosci.

[43] Golden CEM, Breen MS, Koro L, Sonar S, Niblo K, Browne A (2019). Deletion of the KH1 domain of Fmr1 leads to transcriptional alterations and attentional deficits in rats. Cereb Cortex.

[44] Hooper AWM, Wong H, Niibori Y, Abdoli R, Karumuthil-Melethil S, Qiao C (2021). Gene therapy using an ortholog of human Fragile X mental retardation protein partially rescues behavioral abnormalities and EEG activity. Mol Ther Methods Clin Dev.

[45] Schiavi S, Carbone E, Melancia F, di Masi A, Jarjat M, Brau F (2022). Phosphodiesterase 2A inhibition corrects the aberrant behavioral traits observed in genetic and environmental preclinical models of autism spectrum disorder. Transl Psychiatry.

[46] Schiavi S, Carbone E, Melancia F, Buzzelli V, Manduca A, Campolongo P (2022). Perinatal supplementation with omega-3 fatty acids corrects the aberrant social and cognitive traits observed in a genetic model of autism based on FMR1 deletion in rats. Nutr Neurosci.

[47] Buzzelli V, Carbone E, Manduca A, Schiavi S, Feo A, Perederiy JV (2023). Psilocybin mitigates the cognitive deficits observed in a rat model of Fragile X syndrome. Psychopharmacology.

[48] Asiminas A, Jackson AD, Louros SR, Till SM, Spano T, Dando O, et al. Sustained correction of associative learning deficits after brief, early treatment in a rat model of Fragile X syndrome. Sci Transl Med. 2019;11:eaao0498. 10.1126/scitranslmed.aao0498.10.1126/scitranslmed.aao0498PMC816268331142675

[49] Till SM, Asiminas A, Jackson AD, Katsanevaki D, Barnes SA, Osterweil EK (2015). Conserved hippocampal cellular pathophysiology but distinct behavioural deficits in a new rat model of FXS. Hum Mol Genet.

[50] Biag HMB, Potter LA, Wilkins V, Afzal S, Rosvall A, Salcedo‐Arellano MJ, et al. Metformin treatment in young children with Fragile X syndrome. Mol Genet Genomic Med. 2019;7:e956. 10.1002/mgg3.956.10.1002/mgg3.956PMC682584031520524

[51] Hustyi KM, Hall SS, Jo B, Lightbody AA, Reiss AL (2014). Longitudinal trajectories of aberrant behavior in Fragile X syndrome. Res Dev Disabil.

[52] Kashima R, Roy S, Ascano M, Martinez-Cerdeno V, Ariza-Torres J, Kim S (2016). Augmented noncanonical BMP type II receptor signaling mediates the synaptic abnormality of Fragile X syndrome. Sci Signal.

[53] Ng M-C, Yang Y-L, Lu K-T (2013). Behavioral and synaptic circuit features in a zebrafish model of Fragile X syndrome. PLoS ONE.

[54] Yu F, Zhong P, Liu X, Sun D, Gao H, Liu Q (2013). Metabotropic glutamate receptor I (mGluR1) antagonism impairs cocaine-induced conditioned place preference via inhibition of protein synthesis. Neuropsychopharmacology.

[55] Xu Z, Yang Q, Ma L, Liu S, Chen G, Wu Y (2012). Deficits in LTP induction by 5-HT2A receptor antagonist in a mouse model for Fragile X syndrome. PLoS ONE.

[56] Bostrom CA, Majaess N-M, Morch K, White E, Eadie BD, Christie BR (2015). Rescue of NMDAR-dependent synaptic plasticity in Fmr1 knock-out mice. Cereb Cortex.

[57] Toft AKH, Lundbye CJ, Banke TG (2016). Dysregulated NMDA-receptor signaling inhibits long-term depression in a mouse model of Fragile X syndrome. J Neurosci.

[58] Lundbye CJ, Toft AKH, Banke TG (2018). Inhibition of GluN2A NMDA receptors ameliorates synaptic plasticity deficits in the Fmr1-/y mouse model. J Physiol.

[59] Darnell JC, Klann E (2013). The translation of translational control by FMRP: therapeutic targets for FXS. Nat Neurosci.

[60] Bassell GJ, Warren ST (2008). Fragile X syndrome: loss of local mRNA regulation alters synaptic development and function. Neuron.

[61] Derkach VA, Oh MC, Guire ES, Soderling TR (2007). Regulatory mechanisms of AMPA receptors in synaptic plasticity. Nat Rev Neurosci.

[62] Thiagarajan TC, Lindskog M, Tsien RW (2005). Adaptation to synaptic inactivity in hippocampal neurons. Neuron.

[63] Clem RL, Barth A (2006). Pathway-specific trafficking of native AMPARs by in vivo experience. Neuron.

[64] Cull-Candy S, Kelly L, Farrant M (2006). Regulation of Ca2+-permeable AMPA receptors: synaptic plasticity and beyond. Curr Opin Neurobiol.

[65] Chatterjee M, Kurup PK, Lundbye CJ, Hugger Toft AK, Kwon J, Benedict J (2018). STEP inhibition reverses behavioral, electrophysiologic, and synaptic abnormalities in Fmr1 KO mice. Neuropharmacology.

[66] Davidovic L, Navratil V, Bonaccorso CM, Catania MV, Bardoni B, Dumas M-E (2011). A metabolomic and systems biology perspective on the brain of the Fragile X syndrome mouse model. Genome Res.

[67] Hertz L, Schousboe A. Primary cultures of gabaergic and glutamatergic neurons as model systems to study neurotransmitter functions I. Differentiated Cells. In: Model systems of development and aging of the nervous system. Boston, MA: Springer USA; 1987. p. 19–31.

[68] Kalmbach BE, Johnston D, Brager DH (2015). Cell-type specific channelopathies in the prefrontal cortex of the *fmr1-/y* mouse model of Fragile X syndrome. eNeuro.

[69] Luque MA, Beltran-Matas P, Marin MC, Torres B, Herrero L (2017). Excitability is increased in hippocampal CA1 pyramidal cells of Fmr1 knockout mice. PLoS ONE.

[70] Deng P-Y, Carlin D, Oh YM, Myrick LK, Warren ST, Cavalli V (2019). Voltage-independent SK-channel dysfunction causes neuronal hyperexcitability in the hippocampus of *Fmr1* knock-out mice. J Neurosci.

[71] Booker SA, Simões de Oliveira L, Anstey NJ, Kozic Z, Dando OR, Jackson AD (2020). Input-output relationship of CA1 pyramidal neurons reveals intact homeostatic mechanisms in a mouse model of Fragile X syndrome. Cell Rep.

[72] Strange BA, Witter MP, Lein ES, Moser EI (2014). Functional organization of the hippocampal longitudinal axis. Nat Rev Neurosci.

[73] Gulyaeva NV (2019). Functional neurochemistry of the ventral and dorsal hippocampus: stress, depression, dementia and remote hippocampal damage. Neurochem Res.

[74] Papatheodoropoulos C (2018). Electrophysiological evidence for long-axis intrinsic diversification of the hippocampus. Front Biosci.

[75] Haussler U, Bielefeld L, Froriep UP, Wolfart J, Haas CA (2012). Septotemporal position in the hippocampal formation determines epileptic and neurogenic activity in temporal lobe epilepsy. Cereb Cortex.

[76] Papatheodoropoulos C, Moschovos C, Kostopoulos G (2005). Greater contribution of N-methyl-d-aspartic acid receptors in ventral compared to dorsal hippocampal slices in the expression and long-term maintenance of epileptiform activity. Neuroscience.

[77] Rao JS, Kellom M, Kim H-W, Rapoport SI, Reese EA (2012). Neuroinflammation and synaptic loss. Neurochem Res.

[78] Citri A, Malenka RC (2008). Synaptic plasticity: multiple forms, functions, and mechanisms. Neuropsychopharmacology.

[79] Peters KZ, Cheer JF, Tonini R (2021). Modulating the neuromodulators: dopamine, serotonin, and the endocannabinoid system. Trends Neurosci.

[80] Buddell T, Quinn CC. An autism-associated calcium channel variant causes defects in neuronal polarity in the ALM neuron of *C. elegans*. MicroPubl Biol. 2021;2021. 10.17912/micropub.biology.000378.10.17912/micropub.biology.000378PMC801744433829152

[81] Liu X, Kumar V, Tsai N-P, Auerbach BD. Hyperexcitability and homeostasis in Fragile X syndrome. Front Mol Neurosci. 2022;14:805929. 10.3389/fnmol.2021.805929.10.3389/fnmol.2021.805929PMC877033335069112

[82] Duffney LJ, Wei J, Cheng J, Liu W, Smith KR, Kittler JT (2013). Shank3 deficiency induces NMDA receptor hypofunction via an actin-dependent mechanism. J Neurosci.

[83] Lee K, Vyas Y, Garner CC, Montgomery JM (2019). Autism‐associated *Shank3* mutations alter mGluR expression and mGluR‐dependent but not NMDA receptor‐dependent long‐term depression. Synapse.

[84] Uchino S, Waga C (2013). SHANK3 as an autism spectrum disorder-associated gene. Brain Dev.

[85] Bhat S, Dao DT, Terrillion CE, Arad M, Smith RJ, Soldatov NM (2012). CACNA1C (Cav1.2) in the pathophysiology of psychiatric disease. Prog Neurobiol.

How the deposited data were processed for this re-analysis (not part of the article)

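Hippocampal RNA of 3 WT and 3 Fmr1 KO male rats, aged 10 weeks, was measured by RNA-Seq in 6 libraries, 1 per rat. The authors prepared the libraries with a directional kit, checked the single-end reads with FastQC, aligned them to rn6 with HISAT2 and counted them per gene with htseq-count under the "intersection non-empty" option. The paper's text names no versions, no annotation and no strand setting. One deposited table held these values as counts, whole numbers without normalization. The other held the authors' DESeq2 comparison of KO with WT. Its mean level per gene is a signal, the mean over the 6 libraries of counts divided by the authors' size factors. Its standard errors, made by the authors with DESeq2, are on the log2 scale. Its score values are the Wald statistics that the authors computed with DESeq2 from the counts, as deposited. Its last columns hold the authors' p-values and adjusted p-values. In that deposited table the authors' fold change column, another unit on the log2 scale of KO over WT, holds no number for the 2976 genes without counts, and the statistic has the opposite sign, WT over KO. The fold changes and p-values of the authors' table were used only to set their calls beside those computed from the counts. The values given are those computed from the counts.

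The reads counted in genes ranged from 9619812 to 13390476 per library, with a median of 11856971, and the 10 most abundant genes took 3.79% to 4.15% of them. Gene symbols were looked up in the RefSeq annotation of GRCr8, where 15501 of the 17455 symbols matched a gene, 1606 matched only a synonym and 348 matched none. This annotation was used only for names, for neighbouring genes and for gene length, taken as the genomic span. Of the Y-linked genes in the table, Eif2s3y had 875 to 1168 counts in every library, Ddx3y had 0 in all 6 and Usp9y had 13 in WT replicate 1, 8 in KO replicate 2 and 0 in the others, so these genes differ as a check of sex. Every column of counts was assigned to a library by its label, and 0 columns were left unassigned.

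Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its minimum count of 10, scaled by TMM and tested with a quasi-likelihood fit with robust dispersion and genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over the 11800 genes tested. A gene was called at an adjusted p under 0.05, and the counts at an unadjusted p under 0.05, the threshold in the methods, are given beside these. Standard errors of log2 fold changes come from the same fit. Levels are CPM with TMM factors, with the SD over 3 libraries. With 3 libraries against 3, no exact permutation test goes below p = 0.1. Pearson correlations of log2 CPM across genes were 0.989 to 0.993 within and 0.988 to 0.993 between the groups, and genes are not independent replicates.

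Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, with a preset correlation of 0.01, and with Benjamini-Hochberg adjustment over the 33 lists with at least 5 tested members. They were also tested with an estimated correlation, with fry, which asks whether a list's genes move on balance 1 way without comparing them with other genes, and with preranked GSEA in fgsea 1.28.0, ranked by signed log10 p, over either the genes at an unadjusted p under 0.05, as the methods describe, or all genes tested. The 36 lists were written by hand from general knowledge before the data were examined and are not downloads of the GO or KEGG terms. The genes that the text and Fig. 6 name had been seen there. The lists covered the 3 downregulated ontologies, anion transport and both synapse pathways named in the paper; myelin and oligodendrocytes, oligodendrocyte precursors, astrocytes, microglia, endothelial and mural cells, choroid plexus, ependyma, leptomeninges, blood, interneurons, dentate granule cells and CA pyramidal cells; ventral hippocampus, striatum, thalamus and habenula, and neocortex; immediate early, circadian, glucocorticoid, heat shock and unfolded protein, cholesterol synthesis, cell cycle, ribosomal protein, translation factor and oxidative phosphorylation genes; and FMRP targets, FMRP partners and paralogs, voltage-gated ion channels and sex-linked genes. The choroid plexus list had 4 tested members and the list of mitochondrially encoded oxidative phosphorylation genes had 0, so neither was tested as a list.

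The genes named singly were those that the text or Fig. 6 names, the genes of the 5 immunoblotted receptor subunits, the genes called at an adjusted p under 0.05 together with up to 10 in each direction with the smallest p whose groups do not overlap, up to 4 members of each list with the smallest p, the paralogs of Fmr1 and its neighbours. Genes named outside this rule were Rpl17, Myo5b, Sox10, Shank1, Shank2, Dlg4, Homer1, Gnb2, Gng10, Grm4, Cacng8, Slc6a9, Elfn1, Ephb3, Cnr1, Aqp4 and Hapln2, chosen after their values were seen.

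The alternatives were edgeR's RLE factors, upper-quartile factors, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, a fit without robust dispersion, the replicate number as a block, each library left out in turn and, for the lists, the other set tests and the lists without the genes that the text or Fig. 6 names. GSEA of the genes at an unadjusted p under 0.05 without those genes was added after seeing the data. All 10 splits of the 6 libraries into 3 and 3 were fitted in the same way. The procedure was tested on simulated data, in which fold changes were given to 100 genes at 2-fold and to 100 at 1.5-fold among 11729 genes. It recovered 86% and 73% of them, with 10 false calls among 180 calls, the remainder being members of a shifted list, called that list of 30 genes shifted by -0.33 on the log2 scale and called 0 of 30 lists without a shift. The simulated genes varied independently and no library lay apart. In the data the estimated correlation was 0.61 for myelin, 0.616 for ribosomal protein and 0.62 for oxidative phosphorylation genes. The simulation therefore does not show how camera with the preset correlation, or gene recovery, behaves under such conditions. Behaviour, immunoblots, neurochemistry and electrophysiology were not analysed here. Results of some single genes are not reported here.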

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

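The tests of a label swap, of reads shared with Rpl17 and of a sequence variant, and the comparison of the myelin ratio with other splits, were chosen after the results were seen. The results below lie outside the genes that the paper discusses. Of all 10 splits of the 6 libraries into 3 and 3, the real one gave 3 genes at an adjusted p under 0.05 and the highest other gave 1, with 1 split as large, the real one. At an unadjusted p under 0.05 the real split gave 1103 genes and the highest other, which set WT replicates 1 and 2 with KO replicate 3, gave 1339, with 2 splits as large, the real one included. The splits numbered 10, too few for a share under 0.05. For lists called by camera the real split gave 6 and the highest other 12, with 8 splits as large, and for the 6 lists behind the paper's ontologies and pathways in GSEA of the genes at an unadjusted p under 0.05, both gave 3, with 2 splits as large.

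Myelin and oligodendrocyte genes had a median log2 fold change of -0.33. A trend between the libraries over gene length, taken as the genomic span, is argued against as the whole of it, since after this trend was taken out camera with the preset correlation gave adjusted p = 4.0e-16 and the median was -0.32, although with an estimated correlation the list is not called even before (adjusted p = 0.963). A trend over transcript length was not tested. A smaller share of oligodendrocytes or of white matter in the KO samples, which would lower all members by 1 factor, cannot be told apart from lower expression per cell: the members' remaining differences had a mean squared ratio to their standard errors of 2.84, above the bound of 2 set for a common factor, but this bound was wrong, as another split of the same libraries gave 2.51. Once the list mean was taken out, 2 of 32 members still differed (Ppp1r14a by -0.40 and Hapln2 by 0.32 on the log2 scale, adjusted p = 0.0288 from limma for each). Taking out the mean makes the remaining differences balance out, so differences in both directions carry no information. The standard errors are those whose ratio reached 2.51 in another split, so these 2 genes cannot decide on a common factor. The list was also called by camera in other splits, with adjusted p = 1.2e-13 where WT replicate 1 was set with KO replicates 1 and 3. The levels of abundant members fell less than some others (log2 fold change -0.24 for Mbp and -0.71 for Ppp1r14a), 33 of the 34 genes of the list are in the table and 32 were tested in this tissue, and the list shares 4 members with neuron projection development, the same 4 that Fig. 6 names. A difference between litters or in dissection, and an effect of the loss of FMRP on oligodendrocytes, may also account for it and were not tested. The paper states one litter per group, and WT and KO rats selected from littermates, but not whether the rats sequenced shared a litter.

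WT replicate 3 lay among the KO libraries on the first principal component. On principal component 2 it lay outside them, at -12.8, and KO replicate 3 lay apart from the other KO libraries, at 20.1. Without WT replicate 3, 256 genes passed an adjusted p of 0.05 from edgeR (85 higher, 171 lower), against 3 with all libraries. Among them were 15 oxidative phosphorylation and 14 ribosomal protein genes, all lower, whose lists had medians of -0.12 and -0.087 over all 6 libraries. A swapped label with a KO library is argued against by its Fmr1 level, 2.97 times that of the highest KO library (2.965). Gene length, taken as the genomic span, ran across genes with the log2 fold change (Spearman correlation 0.215) and with WT replicate 3 over the other WT libraries (0.294). A trend over this span is argued against as the source of the library's effect, since taking it out left 4 genes past an adjusted p of 0.05 over all 6 libraries. This trend is also argued against as the whole of the oxidative phosphorylation difference (adjusted p = 2.7e-05 from camera with the preset correlation afterwards, median -0.08, in a list not called with an estimated correlation, adjusted p = 0.963). It may account for that of the ribosomal proteins (adjusted p = 0.0761, median -0.03, whose smaller size ended the call). A trend over transcript length was not tested and stays open. A difference between animals or in handling stays open, and no biological explanation was tested.

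Acaa2 (log2 fold change -0.90), Rpl17 and RGD1359290 (-4.29) stood out together, as Acaa2 and Rpl17 are adjacent tested genes on chromosome 18 of GRCr8 and RGD1359290 is annotated as a pseudogene of Rpl17. Reads shared between Rpl17 and RGD1359290 are a candidate explanation for the loss of RGD1359290. Reads moved from one gene to the other would leave the sum unchanged. Rpl17 gained 84.2 CPM where RGD1359290 fell by 28.0 CPM, a ratio of 3.01, so shared reads would not account for all of the gain. The sum of both genes had a log2 fold change of 0.34 (SE 0.10, adjusted p = 0.341 from edgeR). The bound set for this test asked only for a gain at least as large as the loss, so a larger gain is no added support. A sequence variant near Acaa2 and Rpl17 that differs between the WT and KO rats may act on both genes. The paper does not say that these rats shared a litter. Such a variant cannot be told apart, since counts per gene hold no genotype. Of the 20 nearest tested genes, 2 (Rpl17 and Myo5b) passed an unadjusted p of 0.05 from edgeR, where 1.87 are expected. Both directly flank Acaa2 among the tested genes (unadjusted p = 0.0165 for Rpl17 and 0.0061 for Myo5b from edgeR). Rpl17 was part of the pattern before the window was examined, so this count cannot decide. Over all chromosomes, 119 adjacent pairs of tested genes both passed an unadjusted p of 0.05, against a mean of 102 (101.8) over 10000 shuffles of gene order (one-sided permutation p = 0.0369). An effect of the loss of FMRP on Acaa2 stays open and was not tested.

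Oligodendrocyte precursor genes had a median log2 fold change of -0.16, in a list that lost its call without WT replicate 3 (adjusted p = 0.390), without KO replicate 3 (0.168) or without its Fig. 6 gene (0.112), a removal that by itself moves the list upward. For CA pyramidal cell genes the median was also -0.16, and the call was lost without WT replicate 1 (adjusted p = 0.137) or KO replicate 2 (0.104). Both lists also lost it with an estimated correlation (adjusted p = 0.963 for each). Cholesterol synthesis genes had a median of -0.14 and kept their call by camera in each of the 6 fits without 1 library (adjusted p up to 0.0148), but lost it with an estimated correlation (0.963) and by fry (0.636).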

How the results depend on the processing

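GSEA without the Fig. 6 genes was chosen after seeing the data. All other settings were planned. The counts of genes depended on single libraries. Leaving out WT replicate 3 takes away the WT library that lay among the KO libraries on the first principal component. A gene that passed only in that fit therefore has weak evidence. At an adjusted p under 0.05 the count of 3 ranged from 1 (without KO replicate 1) to 256 (without WT replicate 3), with 7 without WT replicate 1 and 11 without KO replicate 2, and was 9 with no filter on low counts, 35 with DESeq2 and 17 with the replicate block. At an unadjusted p under 0.05 the count of 1103 ranged from 701 (without WT replicate 2) to 2095 (without WT replicate 3), with 702 without KO replicate 1, and at an adjusted p under 0.1 it was 7. The replicate numbers did not pair the libraries, as the deviations of same-numbered WT and KO libraries from their group means correlated at 0.0278, -0.0088 and -0.0781 across genes, so the blocked value is given only as an alternative. Under the other count settings the counts stayed within 1.5 times.

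Fmr1 passed an adjusted p of 0.05 in 14 of 14 settings, with log2 fold changes of -2.01 to -1.72 when 1 library was left out, Acaa2 in 12 of 14 and RGD1359290 in 10 of 13. With 1 library left out, Shank3 ranged from -0.27 to -0.18, Gng13 from -0.42 to -0.30 and Cacna1c from 0.13 to 0.30, which missed an unadjusted p of 0.05 at log2 fold changes of 0.18 without WT replicate 1, 0.19 without WT replicate 2, 0.13 without KO replicate 1 and 0.20 without KO replicate 2. Of 2138 values of 156 named genes under other settings, 12 values of 10 genes changed sign, none of them past an unadjusted p of 0.05 over all libraries, 89 passed a threshold that the gene had missed, and 9 lost it. No list or gene that had passed its test turned direction.

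For the lists, adjusted p is given. GSEA of the genes at an unadjusted p under 0.05 called synapse organization (0.00339), neuron projection development (1.3e-04) and signal release (0.0104), and GSEA of all genes called the former pair (0.0360 and 0.0125). Without the Fig. 6 genes, GSEA of the genes at an unadjusted p under 0.05 called none of these lists (0.429, 0.123 and 0.8203). Every list called by camera lost its call with an estimated correlation (0.963 for each of the 6) and by fry, with 0.636 for myelin and oligodendrocytes, CA pyramidal cells and cholesterol synthesis, 0.916 for oligodendrocyte precursors and oxidative phosphorylation and 0.944 for ribosomal proteins. The precursors also lost it without the Fig. 6 genes (0.112), and cholesterol synthesis lost it by GSEA of the genes at an unadjusted p under 0.05 with (0.116) and without (0.123) the Fig. 6 genes. Leaving out genes chosen for being lower in these samples moves a list upward by construction, so a call lost in that way is no evidence on the remaining genes. With 1 library left out, the ranges were 2.4e-21 to 1.4e-09 for myelin and oligodendrocytes, 5.3e-04 to 0.390 for the precursors (lost without WT replicate 3, and without KO replicate 3 at 0.168), 0.00128 to 0.137 for CA pyramidal cells (lost without WT replicate 1, and without KO replicate 2 at 0.104), 1.0e-05 to 0.0148 for cholesterol synthesis, 2.7e-11 to 0.193 for ribosomal proteins (lost without WT replicate 1, and without KO replicate 1 at 0.0624) and 4.4e-15 to 0.00135 for oxidative phosphorylation. The lists behind the paper's claims were not called by camera without any 1 library, at 0.522 to 0.925 for synapse organization, 0.130 to 0.685 for neuron projection development, 0.677 to 0.963 for signal release, 0.467 to 0.926 for anion transport, 0.491 to 0.908 for the glutamatergic and 0.486 to 0.947 for the GABAergic synapse. The causes of these changes were not tested. A fit without a library, or a list without its Fig. 6 genes, is also smaller, and the effect of that was not tested either. Depth limits the pseudogene RGD1359290, with 12 to 25 counts per KO library.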

Differences from the paper's values

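All tests in this part were planned, except GSEA without the Fig. 6 genes. The paper states approximately 25 megareads generated per sample, and the median of reads counted in genes was 11.9 megareads here. These are different measures, since reads that fall in no gene are not counted, and no alternative set before the data were examined changes this value.

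At the paper's stated threshold, an unadjusted p under 0.05, the paper's count is 838 DEGs and edgeR gave 1103, within 1.5 times. DESeq2, which the methods name, gave 838. Chance alone gives 723.7 over the 14474 genes with a p in DESeq2 and 590 over the 11800 tested in edgeR. Of the 838, only 33 were not among these 11800, so 723.7 likely overstates what chance gives. Without WT replicate 3 the edgeR count was 2095, more than 1.5 times the paper's.

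The paper shows Itpr1 as downregulated in Fig. 6. Its log2 fold change was also negative here (-0.18). It missed the unadjusted threshold in edgeR (0.0712) and limma-voom (0.0820), whereas DESeq2 called it (0.0461). The other genes that the text and Fig. 6 name had the paper's direction and passed the threshold.

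The paper states that synapse organization, regulation of neuron projection development and signal release were downregulated ontologies. Camera called none of the hand-written lists for them (adjusted p = 0.776, 0.469 and 0.907). For GSEA of the genes at an unadjusted p under 0.05, those from edgeR were used here, whereas the paper ran WebGestalt on its DEG list. These sets share 756 genes. GSEA of the genes at an unadjusted p under 0.05 called all 3 downward (0.00339, 1.3e-04 and 0.0104), and GSEA of all genes called the first (0.0360) and the second (0.0125). Without the Fig. 6 genes, a removal that by itself moves a list upward, the former GSEA called none of the 3 (0.429, 0.123 and 0.8203).

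The results call anion transport dysregulated, with a positive score in Fig. 6b, and the discussion states that it was downregulated. The list for it was placed upward by camera (adjusted p = 0.907) and by GSEA (0.856) and was not called. The paper states that the glutamatergic and GABAergic synapse pathways were dysregulated, and no test called the lists for them (adjusted p from camera 0.95 and 0.776, from GSEA of the genes at an unadjusted p under 0.05 0.686 and 0.977). Cacna1c, Shank3 and Gng13 had the directions that the paper states.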

Other observations

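All tests in this part were planned. Stress genes of the unfolded protein and heat shock responses had mostly higher values in KO rats, with 17 of 21 positive log2 fold changes. At an unadjusted p under 0.05 from edgeR, 4 were higher and 0 lower, namely Ddit3 (0.39, SE 0.10) and Atf4 (0.19, SE 0.06), transcription factors of the integrated stress response, which passed when adjusted over the list alone, and the chaperones Hspa1a (0.70, SE 0.25) and Hsp90aa1 (0.26, SE 0.10). Camera gave adjusted p = 0.0638 (0.963 with an estimated correlation), and it was 0.0401 with the replicate block, 0.0054 without WT replicate 2, 3.0e-05 without KO replicate 1, 0.0108 with no filter on low counts and 0.0025 in GSEA of all genes. It was 0.278 without WT replicate 1, 0.322 without WT replicate 3, 0.418 without KO replicate 2, 0.573 without KO replicate 3 and 0.944 by fry, and without WT replicate 3 the 1 member past an adjusted p of 0.05 over all genes was lower. In the circadian list, Dbp and Nr1d1, both direct targets of the core clock, were lower and passed when adjusted over the list alone, Clock (0.16, SE 0.07) was higher at an unadjusted p under 0.05, and the list of 16 genes had a median of 0.03, a mean of -0.02 and a downward test (adjusted p = 0.95). Of 20 astrocyte genes, Gjb6 (0.29, SE 0.08), Slc4a4 and Aqp4 (0.18, SE 0.07) were higher and Apoe and Ntsr2 (-0.22, SE 0.08) lower, 1 in each direction passing when adjusted over the list alone (Gjb6 and Apoe), with adjusted p = 0.502 from camera. At an adjusted p under 0.05 over all genes, 0 genes of these lists passed in edgeR, and DESeq2 passed Dbp and Nr1d1.

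For glutamate receptor proteins, the paper reports lower GluN2B in the dorsal and ventral hippocampus of KO rats. It reports lower GluA1 and GluA2 dorsally and higher GluA1 ventrally. RNA and protein are different measures, and the paper does not say which part of the hippocampus was sequenced. Of the genes of the 5 glutamate receptor subunits that the paper measured as proteins, only Gria2 passed an unadjusted p of 0.05. Gria2 had 1307 ± 8.66 CPM in WT and 1474 ± 103 CPM in KO rats (SD, n = 3 each), a log2 fold change of 0.17 (SE 0.06, adjusted p = 0.405), with every KO library above every WT library. Its unadjusted p was 0.0137 from edgeR and 0.0062 from DESeq2, and it was 0.0761 from edgeR without KO replicate 1 and 0.0507 without KO replicate 3. Grin1 (-0.03), Grin2a (0.19, SE 0.25), Grin2b (0.02) and Gria1 (-0.04) had unadjusted p from 0.487 to 0.807 from edgeR. The sign changed for Grin2a without KO replicate 1 (-0.03), for Grin2b without WT replicate 2 (-0.01) or KO replicate 1 (-0.10) and for Gria1 without KO replicate 3 (0.0064).

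Among the other cell types, 1 of 18 microglial genes was higher and 1, Cx3cr1 (-0.34, SE 0.10), was lower at an unadjusted p under 0.05, with adjusted p = 0.502 from camera (0.0128 without WT replicate 2). Of 19 endothelial and mural genes, 3 were higher, among them the efflux pump Abcb1a (0.32, SE 0.10), and 1, Kcnj8 (-0.74, SE 0.26), was lower (adjusted p = 0.616). Of 11 leptomeningeal genes, 1, Lum (0.34), was higher and 1, Col1a1 (-0.64), was lower (0.502), and of 5 blood genes 1, Hba-a1 (-1.26), was lower (0.107, and 0.0067 without WT replicate 2). No member passed among 9 ependymal genes (0.502), 17 interneuron genes (0.972, and 0.0407, downward, without WT replicate 1) and 8 dentate granule cell genes (0.621, and 0.0240 without WT replicate 1). The choroid plexus gene Ttr, 1 of 4 tested, had a log2 fold change of -1.12 (SE 0.39, adjusted p = 0.438). Of 8 genes of the ventral hippocampus, 1, Resp18 (0.20), was higher (0.469). Among genes of neighbouring regions, Drd1 (0.45) was higher in 10 striatal genes (0.925), Lef1 (0.63) higher and Ramp3 (-0.51) lower in 8 of the thalamus and habenula (0.616), and Ccn2 (0.58) higher and Rspo1 (-0.87) and Fezf2 (-0.21) lower in 10 of the neocortex (0.502), where Ccn2 and Rspo1 passed when adjusted over the list alone. The striatal list had a median of -0.02 and a mean of -0.0096 but an upward test.

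Of 19 immediate early genes, 1, Egr4 (-0.41, SE 0.12), was lower, while the list was placed upward (adjusted p = 0.544, 0.00135 without WT replicate 1 and 0.0397 with the replicate block) and downward without WT replicate 3 (0.439) and in GSEA of all genes (0.913). No member passed an unadjusted p of 0.05 among 13 glucocorticoid response genes (0.502, and 0.0450 without KO replicate 1), 30 cell cycle genes (0.654) and 8 FMRP partners and paralogs (0.502), and 1 of 35 translation factor genes, Eif6 (-0.21), was lower (0.616). In edgeR and DESeq2, 0 members of the lists in this paragraph and the one above passed an adjusted p of 0.05 over all genes, and with an estimated correlation the adjusted p of each was 0.963 or above. Without WT replicate 3, Gjb6 (adjusted p = 0.0485), Col1a1 (0.0464), Ccn2 (0.0206), Egr4 (0.0128), Egr2 (0.0246) and Eif6 (0.0475) passed in edgeR, as did 1 dentate granule cell gene, lower, and 1 glucocorticoid response gene, higher. Over all genes tested, the groups did not overlap in 1735 genes (14.7%), where chance gives 10%.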
